# Novel CH25H^+^ and OASL^+^ microglia subclusters play distinct roles in cerebral ischemic stroke

**DOI:** 10.1186/s12974-023-02799-6

**Published:** 2023-05-15

**Authors:** Yueman Zhang, Yunlu Guo, Ruqi Li, Tingting Huang, Yan Li, Wanqin Xie, Chen Chen, Weijie Chen, Jieqing Wan, Weifeng Yu, Peiying Li

**Keywords:** Microglia, Ischemic stroke, Single-cell RNA sequencing, Microglia heterogeneity, Neuroprotection

## Abstract

**Background:**

Microglial polarization is one of the most promising therapeutic targets for multiple central nervous system (CNS) disorders, including ischemic stroke. However, detailed transcriptional alteration of microglia following cerebral ischemic stroke remains largely unclear.

**Methods:**

Focal cerebral ischemia was induced by transient middle cerebral artery occlusion (tMCAO) for 60 min in mice. Single-cell RNA sequencing (scRNA-seq) was performed using ischemic brain tissues from tMCAO and sham mice 3 days after surgery. *Ch25h*^−/−^ mice were used to investigate the role of specific microglia subcluster on post-stroke infarct volume and neuroinflammation.

**Results:**

We identified a relatively homeostatic subcluster with enhanced antigen processing and three “ischemic stroke associated microglia” (ISAM): MKI67^+^, CH25H^+^ and OASL^+^ subclusters. We found the MKI67^+^ subcluster undergo proliferation and differentiation into CH25H^+^ and OASL^+^ subclusters. CH25H^+^ microglia was a critical subcluster of ISAM that exhibited increased phagocytosis and neuroprotective property after stroke. *Ch25h*^−/−^ mice developed significantly increased infarct volume following ischemic stroke compared to* Ch25h*^+/−^. Meanwhile, the OASL^+^ subcluster accumulated in the ischemic brain and was associated with the evolving of neuroinflammation after stroke, which was further aggravated in the aged mice brain.

**Conclusions:**

Our data reveal previously unrecognized roles of the newly defined CH25H^+^ and OASL^+^ microglia subclusters following ischemic stroke, with novel insights for precise microglia modulation towards stroke therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02799-6.

## Introduction

Stroke is a leading cause of permanent disability and death with limited treatment options [1]. The inflammatory response in the brain occurring hours to days after stroke is associated with the complex pathology of brain injury after stroke [2, 3]. Microglia, as part of the innate immune system, are considered as orchestrators of neuroinflammation in different neurological disorders, such as acute brain injuries and neurodegenerative diseases [4, 5]. In response to acute brain injury, activated microglia develop into either classically activated (M1) or alternatively activated (M2) phenotypes [4]. Accumulating evidence suggests that the transition from proinflammatory M1 microglia to anti-inflammatory M2 microglia is a promising therapeutic approach to treat ischemic stroke patients [6, 7]. Targeting microglial polarization provides a new avenue to the ischemic stroke.

Progress in single-cell transcriptomic techniques has facilitated the understanding of microglia heterogeneity and revealed multiple disease-specific microglia subclusters [8, 9], including disease-associated microglia (DAM) in Alzheimer’s disease (AD) [10], lipid-droplet-accumulating microglia (LDAM) in aging [11], oxidized phosphatidylcholines (OxPC) clearing associated microglia in MS [12, 13], Fn1^+^ microglia in spinal cord injury [14], and Grn^+^ microglia in TDP-43 proteinopathy [15]. The above microglia subclusters display critical roles in regulating a plethora of disease progression, for example, LDAM exhibits lysosome dysfunction and promote neuroinflammation [11], while Fn1^+^ microglia organize scar-free spinal cord repair [14]. Recent single-cell analysis have revealed the cellular heterogeneity and the transcriptional changes of microglia during the evolving of neuroinflammation following cerebral ischemic stroke. For instance, Zheng et al. mapped the cell populations in the mouse model of tMCAO and identified diverse differentiation of five distinct subtypes of microglia after ischemic stroke [16]. Guo et al. revealed the impact of ischemic stroke on specific genes and pathways of different cell types [17]. However, the regulatory mechanism of microglia subclusters following cerebral ischemic stroke remains largely unclear. Therefore, there’s an urgent need to identify specific microglia subclusters that could serve as therapeutic targets for stroke therapy.

In this study, we identified 3 distinct ischemic stroke-associated microglia (ISAM) specifically marked with MKI67 (MG4), OASL (MG5), and CH25H (MG6), respectively. We identified CH25H^+^ microglia as a neuroprotective subpopulation, and found *Ch25h* deficiency in microglia exacerbated ischemic brain injury and neuroinflammation after stroke. We also identified OASL^+^ subcluster with upregulated interferon-response-related gene, which is associated with age-dependent deteriorated infarct growth after ischemic stroke. Collectively, our findings identified MKI67^+^ microglia as the proliferative, CH25H^+^ as the neuroprotective, while OASL^+^ as the proinflammatory microglia subcluster which was associated with ischemic brain injury 3 days after stroke. These findings could pave the way for developing more precise microglia modulation in the pursuit of better stroke therapy.

## Methods

### Animals

Male C57/BL6 and *Ch25h*^*−/−*^ mice were acquired from Shanghai SLAC Laboratory Animals and the GemPharmatech Co. Ltd., which maintained in accordance with conventional laboratory settings (22 °C, a 12-h light–dark cycle, and free access to food and water). All studies were conducted in line with the Institutional Guide for the Care and Use of Laboratory Animals and were approved by Renji Hospital Institutional Animal Care and Use Committee.

### Cerebral ischemia model

Mice were anesthetized with 3% isoflurane in 67%:30% N_2_O/O_2_ (induction), until they were unresponsive to the tail pinch test and were then fitted with a nose cone providing 1.5% isoflurane for anesthesia maintenance. We used two different models to induce cerebral ischemia: transient middle cerebral artery occlusion (tMCAO) and distal middle cerebral artery occlusion (dMCAO). We used tMCAO to induce focal cerebral ischemia in the mice for 60 min, and dMCAO to induce permanent ischemia in the experiments of the aged mice, details and study timeline can be found in Additional file 2.

### CBF measurement

The success of tMCAO/dMCAO model induction was monitored by the laser speckle technique. Briefly, cerebral perfusion images were acquired using the PeriCam PSI System (Perimed) positioned above the mice head before, during ischemia, and after reperfusion. Speckle contrast was defined as the ratio of SD of pixel intensity to the mean pixel intensity. The speckle visibility relative to the velocity of the light-scattering particles was converted to correlation time values, which are inversely and linearly proportional to the mean blood velocity. CBF changes were expressed as the percentage of pre- tMCAO/dMCAO baselines.Animals were excluded if the suture was not successfully placed to occlude the tMCAO which was monitored by two-dimensional laser speckle. Animal data reporting followed The ARRIVE 2.0 guidelines [18] and STAIR X Stroke recommendations [19].

### Immunofluorescence

We perfused the euthanized mice with ice-cold phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) through the left ventricle to fix the brain tissue. The intactly extracted brain tissues were post-fixed in 4% PFA for 24 h and dehydrated in 30% sucrose solution for 48 h at 4 °C. We then embedded the brains in OCT and cryosectioned at a thickness of 25 μm. Coronal brain sections were incubated with 10% normal donkey serum for 30 min at room temperature in PBS containing 0.1% Triton X-100 followed by incubation with appropriate primary antibodies overnight at 4 °C in the same buffer. The anti-Iba-1 (1:500, catalog: ab178846, Abcam, Britain), anti-Mki67 (1:500, catalog: 14-5698-821, eBioscience™, USA), anti-OASL (1:300, catalog: ab191701, Abcam, Britain), anti-CH25H (1:300, catalog: H00009023, Novus Biologicals, USA), anti-iNOS (1:300, BD Biosciences), and anti-CD68 (1:500, catalog: ab53444, Abcam, Britain) primary antibodies were used. After primary antibody incubation, sections were washed four times at room temperature, followed by incubation with appropriate fluorescent-labeled secondary antibodies (1:1000) for 1 h at room temperature. We verified the specificity of antibodies by testing them on brain tissue sections from sham-operated mice. We also performed secondary antibody-only control staining to exclude non-specific binding. All the confocal images were captured on laser scanning confocal microscope (Olympus Fluoview FV3000, Olympus). The numbers of target immunopositive cells were quantified by a blinded investigator using NIH Image J (1.52a). Three randomly selected microscopic fields in the cortex on each section were analyzed for each brain by a blinded investigator. The immunopositive cells were presented as the mean percentage of cells per field.

### Single-cell dissociation

scRNA-seq experiment was performed by experimental personnel in the laboratory of NovelBio Bio-Pharm Technology Co. Ltd. The brain tissues around infarction from tMCAO and sham mice (*n* = 3/group) were surgically removed. We perfused the mice transcardially with ice-cold PBS before isolating brain tissues to obtain single-cell suspension. The tissues were kept in MACS Tissue Storage Solution (Miltenyi Biotec) until processing. The tissue samples were first washed with PBS, minced into small pieces (approximately 1mm^3^) on ice and enzymatically digested with 200μL Enzyme H and 100μL Enzyme R and 25μL Enzyme A (Adult Brain Dissociation Kit, mouse and rat, Miltenyi Biotec, 130–107–677) for 30 min at 37 °C. After digestion, samples were sieved through a 70 µm cell strainer, and centrifuged at 300 g for 5 min. After the supernatant was removed, the pelleted cells were suspended in red blood cell lysis buffer (Miltenyi Biotec) to lyse red blood cells. After washing with PBS containing 0.04% BSA, the cell pellets were re-suspended in PBS containing 0.04% BSA and re-filtered through a 35 μm cell strainer. Dissociated single cells were then stained for viability assessment using Calcein-AM (Thermo Fisher Scientific) and Draq7 (BD Biosciences).

### Single-cell RNA sequencing

BD Rhapsody system was used to capture the transcriptomic information of the brain sample-derived single cells. Single-cell capture was achieved by random distribution of a single-cell suspension across > 200,000 microwells through a limited dilution approach. Beads with oligonucleotide barcodes were added to saturation, so that a bead was paired with a cell in a microwell. The cells were lysed in the microwell to hybridize mRNA molecules to capture oligos on the beads. Beads were collected into a single tube for reverse transcription and ExoI digestion. Upon cDNA synthesis, each cDNA molecule was tagged on the 5′ end (that is, the 3′ end of a mRNA transcript) with a unique molecular identifier (UMI) and cell barcode indicating its cell of origin. Whole transcriptome libraries were prepared using the BD Rhapsody single-cell whole-transcriptome amplification (WTA) workflow including random priming and extension (RPE), RPE amplification PCR and WTA index PCR. The libraries were quantified using a High Sensitivity DNA chip (Agilent) on a Bioanalyzer 2200 and the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific). Sequencing was performed by Illumina sequencer (Illumina, San Diego, CA) on a 150 bp paired-end run.

### scRNA-seq statistical analysis

We applied fastp with default parameters to filter the adaptor sequence and remove the low quality reads to obtain clean data [20]. UMI tools was applied for single-cell transcriptome analysis to identify the cell barcode whitelist [21]. The UMI-based clean data was mapped to the mouse genome (mm10 Ensemble version 91) utilizing *STAR* mapping [22] with customized parameters from the UMI-tools standard pipeline to determine the UMIs counts of each sample. To minimize the sample batch, we applied down sample analysis to the samples sequenced according to the mean reads per cell of each sample and achieved a cell expression table with a sample barcode. Cells containing over 200 expressed genes and a mitochondria UMI rate below 30% passed the cell quality filtering. Seurat R package (4.0.6) (https://satijalab.org/Seurat/) was used for cell normalization and regression based on the expression matrix according to the UMI counts of each sample and the percentage mitochondria rate to obtain the scaled data. We used the regression-based correction strategy that comes with Seurat. In addition to regressing out MT% and Library Size, we removed the batch effect from the samples. Principle component analysis (PCA) was constructed based on the scaled data with all highly variable genes. The top 10 principals were used for t-Distributed Stochastic Neighbor Embedding (tSNE) construction.

We acquired the unsupervised cell cluster result based on the top 10 principal components using graph-based cluster method (resolution = 0.8). To identify marker genes for each cluster, we used the FindAllMarkers (multiple condition comparisons) and FindMarkers (two condition comparisons) functions with Wilcoxon Rank-Sum Test under following criteria: Log FC > 0.25; *p* < 0.05; min.pct > 0.1.

We performed unsupervised clustering of all brain cells and identified 17 distinct clusters. Microglia clusters are identified and subsetted based on expression of canonical microglia gene signatures [2, 3]. Then, we further re-clustered all microglia and identified 7 microglia subclusters (MG0–MG6).

### Pseudotime analysis

We applied Single-Cell Trajectories analysis using Monocle2 (http://cole-trapnelllab.github.io/monocle-release) with DDR-Tree method and default parameters. Before Monocle analysis, we selected the marker genes of the Seurat clustering result. The raw expression counts of the cell passed filtering.

### Single-cell regulatory network inference and clustering (SCENIC) analysis

The SCENIC analysis was run on each cluster according to pySCENIC workflow, using the 20-thousand motifs database for RcisTarget and GRNboost [23] to reconstruct single-cell regulatory network and assess transcription factor regulation strength.

### Pathway enrichment analysis

Pathway enrichment analysis was used to identify the significant pathway of the differential genes according to the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) database using (clusterProfiler 3.16.1). We used Fisher’s exact test to select the significant pathway, where the threshold of significance was defined by the *p* value and false discovery rate (FDR). The cases were selected when *p* < 0.05 [24]. Specifically, for the GO analysis, we used all differentially expressed genes (DEGs) in each microglia subcluster compared to all other microglia subclusters. We used the 'FindAllMarkers' function in Seurat to identify DEGs with log fold change (logFC) threshold of 0.25 and adjusted *p* value (padj) threshold of 0.05. In addition, the ranked gene set enrichment analysis (GSEA) algorithm was used to calculate the enrichment score. The gene set variation analysis (GSVA) score of specified gene sets for each cluster was defined as the average normalize expression of the pathway-related genes. Quantitative Set Analysis for Gene Expression (QuSAGE) (2.16.1) analysis was performed to characterize the relative activation of a given gene set.

### Ligand–receptor expression and cell interactions

Cell-to-cell communication (CellChat 1.4.0) was ascertained by evaluating expression of pairs of ligands and receptors within cell populations [25]. We examined the interaction between different cell types, and gene expression of 0.2 was set as the valid cutoff point.

### Flow cytometry

For brain tissues, we homogenized the hemisphere ipsilateral to the infarct of tMCAO or sham mice using Neural Tissue Dissociation Kit (130–093-231, Miltenyi Biotec) by the gentle MACS Dissociator following the manufacturer’s instructions. The immune-cell‐enriched population was collected using Percoll gradient centrifugation. Isolated cells were stained with anti-CD11b-FITC (101,206, Biolegend), anti-CD86-BV510 (105,040, Biolegend), anti-CD45-APC-Cy7 (103,116, Biolegend), and anti-CD206-APC (141,708, Biolegend). Flow cytometry was performed on BD FACSVerse (BD Bioscience) and FlowJo software (TreeStar) was used to analyze the data.

### BV2 cell culture

The murine microglial BV2 cell line (Procell) was cultured in DMEM (Life Technologies) supplemented with 10% FBS and antibiotics (penicillin 100Uml^−1^, streptomycin 100Uml^−1^ (pen/strep), HVD Life Sciences) under standard culture conditions (95% relative humidity with 5% CO_2_ at 37 °C). Adherent cells were digested using 1 × TrypLE (Gibco).

### Bead-based phagocytosis assay

For in vitro phagocytosis assays, BV2 cells were cultured into 96-well plates. Oxygen glucose deprivation (OGD) was induced by placing the cell plate in a hypoxic chamber with a gas mixture of 1% O_2_, 5% CO_2_, and 94% N_2_ for 3 h. The bead-based phagocytosis assay was performed using fluorescently labeled latex beads (Invitrogen™ FluoSpheres™ Polystyrene Microspheres, 1.0 µm). BV2 cells were incubated with beads at a ratio of 1:10 for 2 h, then washed and fixed for analysis. Phagocytosis of beads by BV2 cells was quantified using flow cytometry and immunofluorescence.

### Behavioral tests

Sensorimotor functions was assessed by the modified Garcia Score [26], grid walk [27], and Rotarod test [28], which were performed as previously described to assess before and after surgery by investigators who were blinded to experimental group assignments. Cognitive function was analyzed using the Morris water maze test, as described previously [29]. Details can be found in Additional file 2.

### Statistical analysis

All statistics were performed using GraphPad Prism v6 or the implemented statistical tests of the respective R packages. The Shapiro–Wilk normality test was initially performed on all data sets. A two-tailed Students *t* test was used for the pairwise comparison between two groups. For behavioral tests performed at multiple timepoints on the same animals, two-way ANOVA with repeated measures was used. The rest of the data were analyzed using a one-way or two-way ANOVA as appropriate. Multiple comparison procedures were carried out to identify specific between-group differences using post hoc Tukey’s tests. Results were presented as mean ± SD. The correlation analyses were performed using Pearson correlation analysis. P ≤ 0.05 was considered statistically significant.

### Data and software availability

Raw fastq files and processed gene expression matrixes are available at the NIH GEO database (GSE210986). Partial bioinformatics analysis was used on NovelBrain Cloud Analysis Platform (www.novelbrain.com).

## Results

### Ischemic stroke induces the occurrence of highly heterogenous microglia

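Brain tissue around the infarct was taken 3 days after transient middle cerebral artery occlusion (tMCAO) of 60 min or after sham surgery. Cells were captured in microwells with the BD Rhapsody system, which tags each transcript with a unique molecular identifier (UMI). Tissue of 3 mice was pooled into 1 library per condition, and the cells are not traced to a mouse. Cells are not replicates, so no test between conditions was made and no spread between mice can be given. The authors cleaned the reads with fastp, assigned them to cells with UMI-tools, mapped them with STAR to the mouse genome (mm10, Ensembl annotation), down-sampled the libraries to a like number of reads per cell and deposited the UMI counts per gene and cell without normalization. The sham table held 5532 barcodes and the tMCAO table 5732, of which 5517 and 5709 passed the authors' filter of more than 200 genes and less than 30% mitochondrial UMIs, the numbers of cells that the paper gives for each group. These cells held 33449224 UMIs in the sham library and 31766816 in the tMCAO library.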

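The cells of both libraries were clustered together in Seurat with the settings the paper states: UMIs and mitochondrial share regressed out, 10 principal components and resolution 0.8. The paper states that the batch effect was removed with Seurat's regression-based correction. With 1 library per condition the library is the condition, so the library was not regressed out in the main setting, and regressing it out is an alternative. Ch25h was kept out of the variable genes, and clusters were named from fixed lists of marker genes, with the ending “-like”. Cells called as doublets were kept, since the authors' methods name no doublet step. Scrublet called 153 cells (2.77%) of the sham library and 57 cells (0.998%) of the tMCAO library. Expression is given as CPM (UMIs of a gene scaled to the summed UMIs of a group of cells), with 95% exact Poisson intervals, and shares of cells with 95% exact binomial (Clopper-Pearson) intervals. Both kinds of interval cover counting error only. Where depth differed between groups, cells were also thinned at random to 1000 UMIs each, with shallower cells left out. Gene positions are those of GENCODE vM21 on GRCm38, the build the authors call mm10.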

To explore the transcriptional changes in brain following ischemic injury at single cell level, we sorted cells from brain tissues around infarction of 3 day post-tMCAO or sham mice (Additional file 2: Fig. S1A), generating a thorough map of the 16 most distinctive transcription subpopulations (Additional file 2: Fig. S1B–F, Additional file 1: Table S3). Meanwhile, we found that microglia from tMCAO mice brain exhibited increased contacts with other cell types, including pericytes, endothelial cells, macrophages, oligodendrocytes, and astrocytes compared to those microglia from the sham brain (Additional file 2: Fig. S2B). We further investigated specific ligand–receptor interactions between microglia and other cell types and identified several interactions that were notably more prevalent in tMCAO brains, including Tgab-Egfr, Sema4d-Plxnb2, Ptprac-Cd2, H2m3-Cd8, Grn-Sort1, and Cd86-Cd28 (Additional file 2: Fig. S2C). Specifically, we observed increased cellular interactions between microglia and other cell types in the tMCAO mice compared to those in the sham mice, with enhanced ligand–receptor axes of Fn1-(Itga3/4^+^Itgb1), Lamc1-(Itga1^+^Itgb1), and Tgfb1-(Tgfbr1^+^Tgfbr2) among pericytes and endothelial cells (Additional file 2: Fig. S2C), as well as Fn1-(Itgav^+^Itgb1), Hspg2-Dag1, Jam2-(Itgav^+^Itgb1), Lamc1-(Itgav^+^Itgb8), Pros1-Axl, Spp1-(Itgav^+^Itgb1), and Psap-Gpr37l1 among oligodendrocyte precursor cells (OPCs) (Additional file 2: Fig. S2C). These results suggest that the enhanced cellular contacts of microglia with other cells, such as OPCs, pericytes, and endothelial cells, may play an important role in the development and progression of ischemic stroke.

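CellChat was not run. The levels of the named ligands and receptors were read instead, in cells summed by type and library, with sham first. The pair written as Ptprac-Cd2 was left out, since the files hold no gene named Ptprac. Here and below, log2 ratios between the libraries are of CPM, whose median over the 8964 genes with at least 200 UMIs in microglia-like cells was -0.17, and scaling by TMM in place of totals would raise each ratio by 0.32. In microglia-like cells Grn rose from 2558 to 5796 CPM, a log2 ratio of 1.18 (interval 1.15 to 1.21). Scaling by TMM moved this value most among the alternatives, to 1.499. Its receptor Sort1 lay at 221 and 182 CPM in astrocyte-like, 322 and 227 in oligodendrocyte-like and 84.2 and 74.8 in macrophage-like cells. H2-M3 rose from 50.4 to 73.2 CPM in microglia-like cells (log2 ratio 0.54, 0.30 to 0.78), while Cd8a lay at 13.8 CPM (21 UMIs) in tMCAO astrocyte-like cells against 0 UMIs in the sham library, and 1 and 3 UMIs in microglia-like cells. Sema4d lay at 374 and 353 CPM in microglia-like cells, with a ratio of -0.08 whose interval (-0.17 to 0.01) includes 0, and at 0.24 under TMM. Its receptor Plxnb2 lay at 162 and 305 CPM in macrophage-like and 102 and 142 in astrocyte-like cells. Cd86 was lower in tMCAO microglia-like cells (234 and 171 CPM), with a ratio of -0.45 (-0.57 to -0.34), and Cd28 lay at 6.01 and 9.67 CPM (1 and 52 UMIs) in macrophage-like cells. Tgfa, taken for the gene the paper writes as Tgab, lay at 120.3 and 102 CPM in microglia-like cells, a ratio of -0.24 (-0.40 to -0.08) that reversed to 0.07 under TMM and to 0.11 after thinning, and Egfr in astrocyte-like cells at 142 and 145.5 CPM.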

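Fn1 (ENSMUSG00000026193.15, chromosome 1, 71585520 to 71653200, minus strand) rose in microglia-like cells from 13.0 to 325 CPM, a log2 ratio of 4.64 (4.21 to 5.09), and in endothelial-like cells from 752 (718 to 787) to 1396 (1342 to 1451) CPM. Its receptor subunits moved less. In endothelial-like cells Itgb1 lay at 912 CPM in the sham and 998 in the tMCAO library, Itga3 at 78.0 and 102, and Itga4 at 33.1 and 31.1. In pericyte-like cells Itgb1 lay at 1698 and 1790 CPM, Itga4 at 241 (216 to 268) and 321.5 (264 to 388), and Itga3 at 27.0 and 32.4. Lamc1 rose in pericyte-like cells from 942 (892 to 994) to 1504 (1376 to 1640) CPM, was 185 CPM in endothelial-like cells of both libraries and had a ratio of 0.10 (-0.15 to 0.36) in microglia-like cells. Itga1 went from 1507 (1443 to 1572) to 1846 (1704 to 1997) CPM in pericyte-like cells and from 638 to 602 in endothelial-like cells. Tgfb1 was lower in tMCAO microglia-like cells (78.9 and 60.5 CPM, ratio -0.38, -0.58 to -0.18). Of its receptors, Tgfbr2 rose in endothelial-like cells from 502 (475 to 531) to 644.5 (608 to 683) CPM, and Tgfbr1 lay there at 57.4 and 50.5.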

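In OPC-like cells Itgav rose from 506 (445 to 573) to 997 (911 to 1090) CPM, while Itgb1 lay at 461 and 573, Itgb8 at 465 and 410, Dag1 at 426 and 469, Jam2 at 292 and 242 and Hspg2 at 35.0 and 34.5, sham first. Gpr37l1 fell from 2068 (1942 to 2200) to 1688 (1575 to 1807) CPM. Axl lay at 67.8 and 109.7 CPM in OPC-like cells and rose in microglia-like cells with a log2 ratio of 1.08 (0.85 to 1.31). Spp1, which rose most in microglia-like cells, was read at 260.02 (217 to 309) CPM in tMCAO OPC-like cells, but also at 249.7 in astrocyte-like and 201 in oligodendrocyte-like cells. In microglia-like cells Psap and Pros1 had ratios of 0.00, Jam2 of -0.36 (-0.53 to -0.18), and Hspg2 of -0.40 with an interval (-0.91 to 0.14) that includes 0.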

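The microglia-like cells, with median depths of 3714.5 UMIs in the sham and 4512 in the tMCAO library and 3449347 and 14321034 UMIs in all, were clustered again. The genes whose levels are reported by subcluster were left out of the variable genes, so that the clustering did not fix their levels. This gave 8 subclusters. P2ry12 (ENSMUSG00000036353.13, chromosome 3, 59216272 to 59262871, minus strand) had UMIs in every subcluster, from 863 (interval 826 to 901) to 4821 (4747 to 4896) CPM, and lay at 138 CPM in tMCAO astrocyte-like and 87.5 in tMCAO smooth muscle cell-like cells. Olfml3 ranged from 1576 to 3478 CPM across the subclusters, against 254 in tMCAO astrocyte-like cells. Sparc ranged from 3216 to 7676 CPM, but endothelial-like cells of the tMCAO library also held 5384. Between the libraries P2ry12 went from 4674 to 1858 CPM, a log2 ratio of -1.33 (-1.36 to -1.30). Thinning moved it most among the alternatives, to -0.91. The ratio was -0.35 for Sparc, while Olfml3 lay at -0.07 and reversed to 0.25 under TMM.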

To explore the detailed transcriptional changes of the highly heterogenous microglia after ischemic stroke, we reclassified microglia (Additional file 2: Fig. S2A) and found seven distinct microglia subclusters, MG0–MG6 (Fig. 1A), which all expressed canonical microglia genes, including *P2ry12*, *Hexb*, *Sparc,* and *Olfml3* (Fig. 1B). We defined the above MG0 to MG6 subclusters using *Slc1a2*, *Npnt*, *Malat1*, *Rpl24*, *Mki67*, *Oasl2*, and *Ch25h*, respectively (Fig. 1D). 

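The subclusters were named from genes of the paper's marker heatmap (Fig. 1D) other than those whose levels are reported, so Npnt and Malat1 served for naming and are not results here. A name needed a mean log2 ratio of at least 0.5 and a lead of 0.25 over the next name. An MG0-like subcluster held 904 cells, an MG6-like one 605, an MG1-like one 445 and an MG4-like one 226. The other 4 subclusters took no name. Subcluster 2 (485 cells) scored 0.595 for MG2 and 0.573 for MG1, subcluster 5 (174 cells, led by Rrm2 and Uhrf1) 0.924 for MG4 and 0.866 for MG6, and the shallow subclusters 6 (132 cells, led by the macrophage genes Mrc1, Cbr2 and F13a1) and 7 (112 cells, led by Ftl1-ps1 and other pseudogenes) had medians of 1244.5 and 1238.5 UMIs and no marker of their nearest class among the leading genes. The number of subclusters ranged from 5 at resolution 0.4 to 12 at resolution 1.2 among the alternatives. An MG5-like subcluster appeared at resolution 1.2, as 1 of these 12, and its values are taken from there. At that resolution the MG0-like cells formed a pair of subclusters, the smaller led by the stress gene Hspa1b. Slc1a2 (ENSMUSG00000005089.15, chromosome 2, 102658659 to 102790784, plus strand) lay at 452 CPM in sham MG0-like cells and between 91.3 and 151 in the tMCAO cells of the other subclusters. Ttr and Enpp2, genes of choroid plexus cells, were the first 2 leading genes of the MG0-like cells. Slc1a2 lay at 467 CPM in sham endothelial-like cells and 113 in tMCAO endothelial-like cells. Rpl24 (ENSMUSG00000098274.7, chromosome 16, 55966275 to 55971435, plus strand) had 10 UMIs in all sham and 9 in all tMCAO microglia-like cells, and 0 in subcluster 7.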

Ischemic stroke induced dramatic alteration in the proportion of microglia subclusters. In the sham brain, 98% of the microglia were MG0. 

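Sizes of subclusters made from genes that differ between the libraries would restate that difference, so the microglia-like cells were also clustered without the 11404 of 24795 genes whose CPM differed more than 2-fold between the libraries. MG0-like cells then made up 800 of the 882 sham cells (90.7%, interval 88.6 to 92.5). Thinning moved this share most, to 43.3%. Of the sham cells, 3.74% were MG6-like, 1.70% MG1-like, 1.25% MG5-like, 0.680% MG4-like and 1.93% unnamed. Names were still given from all marker genes. Of those for MG0, Enpp2 and Gjb6 also fell between the libraries in smooth muscle cell-like cells, with log2 ratios of -2.85 and -2.37. That name thus favours clusters rich in sham cells, so the MG0-like share is not independent of the library.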

While in tMCAO mice, only 2% of the microglia were MG0, 28% were MG1, 18% were MG2, 15% were MG3, 14% were MG4, 13% were MG5 and 10% were MG6 (Fig. 1C). These distinct gene expression patterns suggested that each microglia cluster exhibited previously undefined transcriptional profile [30].

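Without the differing genes, 84 of the 2201 tMCAO microglia-like cells (3.82%, interval 3.06 to 4.70) were MG0-like. In the clustering that kept them, the shares within the tMCAO library were 2.14% MG0-like, 27.3% (25.4 to 29.2) MG6-like, 20.2% (18.6 to 22.0) MG1-like and 10.1% (8.90 to 11.5) MG4-like. The other 40.3% (38.2 to 42.3) lay in the subclusters that took no name, of which subcluster 2 held 21.9% (20.2 to 23.7), subcluster 5 7.77%, subcluster 6 5.45% and subcluster 7 5.09%. In the sham library these unnamed subclusters held 1.93% of the microglia-like cells. The MG6-like share moved most with the genes of the scored sets left out of the clustering as well, a setting chosen after seeing the data, to 7.22%. At resolution 1.2 it was 11.5%, beside 24.2% MG1-like, 5.00% MG2-like and 3.18% (2.49 to 4.00) MG5-like cells. No setting that was tried gave an MG3-like subcluster. In the main clustering each subcluster other than MG0-like held at most 12 sham cells of the 882, so its state and its library cannot be separated there.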

**Fig. 1:**
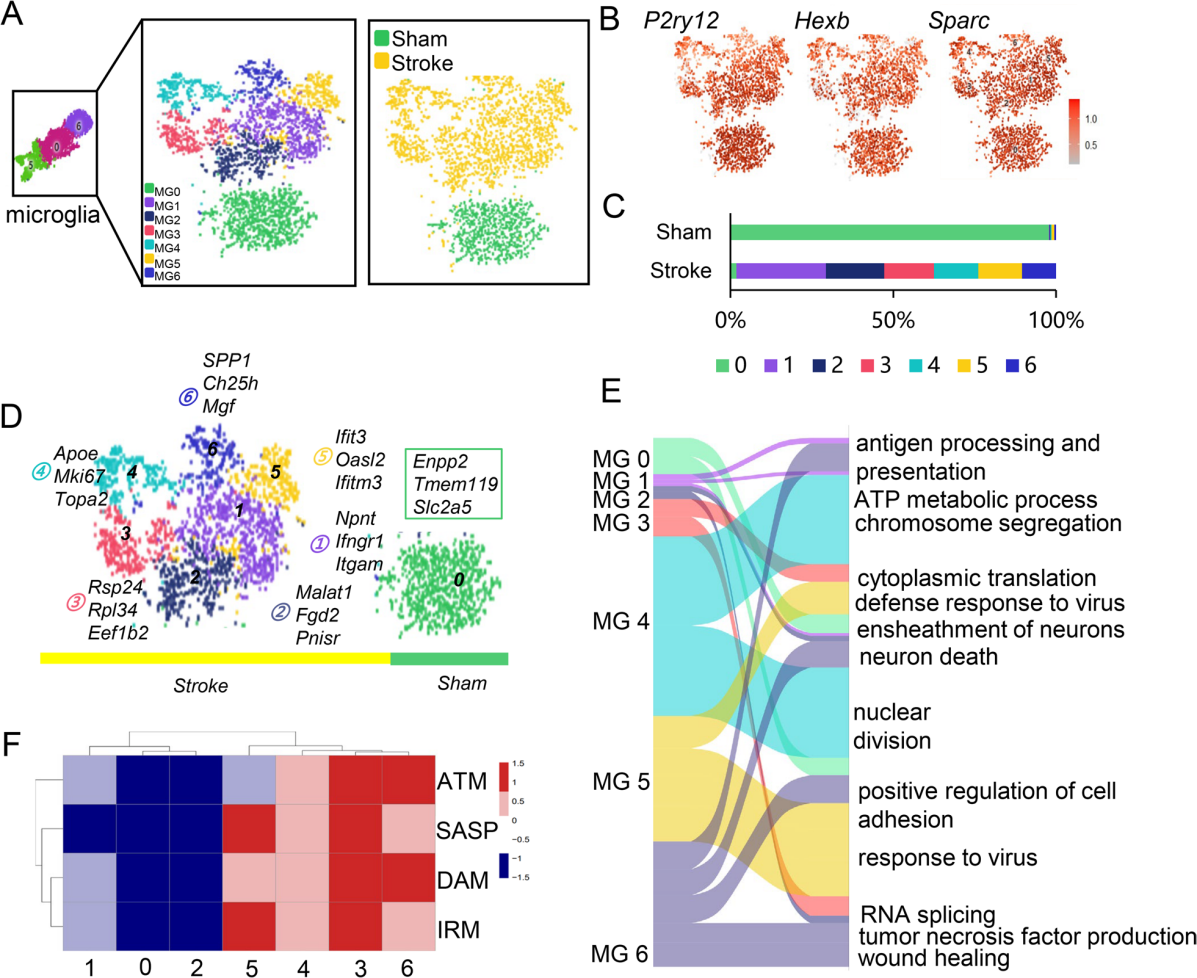
scRNA-seq revealed heterogeneity of microglial transcriptional states in the ischemic mice brain. **A** Microglia t-SNE representation. Each dot represents a single cell. **B** Expression of canonical marker genes of microglia (*P2ry12*, *Hexb*, *Sparc*). **C** Percentage of each MG cluster identified in **B** in different groups (Sham and Stroke). **D** Top highly expressed genes in MG 0–6 clusters. **E** Alluvial plot depicting the most affected GO for each cluster. Upregulated genes of each cluster were used for the enrichment analysis. Ribbon thickness indicates the number of genes per biological term. **F** Heatmap showing the GSVA score of ATM, SASP, DAM, and IRM for each cluster defined as the average normalize expression of the pathway-related genes. See Additional file 1: Table S5 for a list of DAM, IRM, IRM and ATM associated genes. (*t-SNE* t-distributed stochastic neighbor embedding, *MG* microglia, *GO* gene ontology, *GSVA* gene set variation analysis, *ATM* axon tract associated microglia, *SASP* senescence-associated secretory phenotype, *DAM* disease-associated microglia, *IRM* injury-responsive microglia)

To investigate the functional profiles of each cluster, we performed GO terms and KEGG pathway analysis on microglia and found that most microglia subclusters after stroke exhibited enhanced antigen processing and presentation, cell migration, and chemotaxis (Fig. 1E, Additional file 2: Fig. S3A). 

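Set scores are the mean over a set's genes of log(1 + UMIs per 10000), averaged over the cells of a subcluster and given as the difference from the mean over the 8 subclusters, with the SD between cells. Except for the held-out genes, the genes of the sets took part in the clustering, so the scores describe the subclusters and are not independent of them. For 15 antigen presentation genes the difference was 0.182 (SD 0.241) in MG6-like, 0.162 in MG1-like, 0.144 in MG4-like and -0.171 in MG0-like cells, and 0.005 in subcluster 2. After thinning the values were 0.071 in MG6-like, 0.096 in MG1-like and -0.150 in MG0-like cells. For 15 chemotaxis genes the difference was 0.190 (SD 0.232) in MG6-like, 0.164 in subcluster 5 and -0.104 in MG0-like cells, and after thinning 0.090 and -0.086 in MG6-like and MG0-like cells. Thinning left out the cells under 1000 UMIs, 143 of the tMCAO microglia-like cells. The class II genes among those of antigen presentation also rose in cell types that should lack them.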

In MG6, we identified up-regulated genes involved in the synthesis of tumor necrosis factor, wound healing, and phagocytosis. 

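In MG6-like cells, 13 genes of tumor necrosis factor production scored 0.225 (SD 0.298) above the mean over subclusters, 15 wound healing genes 0.168 (SD 0.199) and 16 phagocytosis genes 0.251 (SD 0.195). Each of these was the highest of the 8 subclusters. These cells were deep (median 7928 UMIs), and after thinning the differences were 0.124, 0.095 and 0.137. The phagocytosis score of MG1-like cells, at 4740 UMIs, was 0.155 before and 0.128 after thinning.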

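Subcluster 7, the one nearest to MG3 by its markers, held ribosomal protein transcripts at 5.77% of its UMIs. Its cells were shallow, so cells of 1000 to 2000 UMIs were compared. Among these the share was 5.91% in its 47 cells, against 4.34% in 19 MG1-like cells, 4.53% in 22 MG4-like cells and 3.28% in 20 MG6-like cells. Ribosomal genes among the MG3 markers, such as Rps24, count in these shares and in the set score that follows. Neither is therefore independent of the link of subcluster 7 to MG3. The 298 ribosomal genes as a set scored 0.052 above the mean in subcluster 7 and 0.081 in MG6-like cells, and 0.098 in subcluster 7 after thinning. In MG4-like cells, clustered without Mki67 and Top2a, the G2M phase score was 0.675 and the S phase score 0.0908, and in subcluster 5 they were 0.201 and 0.352. The second was led by S phase genes, and MG4-like cells by Dcn ahead of the mitotic genes Cenpe and Hmmr. Dcn had 744 UMIs in the MG4-like cells, 702 of them in 2 cells. The markers that gave the MG4-like name are mitotic genes such as Hmmr and Cenpe, which were not held out of the clustering. The G2M score thus describes these cells and is not independent of their name.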

MG3 was enriched in ribosomal components and MG4 was enriched in cell division. We also found that genes enriched in MG5 were associated with response to virus (Fig. 1E). Furthermore, we compared the transcriptional characteristics of these clusters with several previously defined microglia populations under different pathological and physiological conditions, including injury-responsive microglia (IRM) detected in lysolecithin (LPC)-induced demyelination, disease-associated microglia (DAM) found in Alzheimer's disease, axon tract associated microglia (ATM) in the developing brain, and senescence-associated secretory phenotype (SASP) identified in senescent microglia [8, 31] (Fig. 1F). 

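At resolution 1.2 the subcluster nearest to MG5 by its markers held 70 tMCAO cells and 4 sham cells and was led by Ifit1 and Ifit3b. Its score for interferon response genes was 0.271 (SD 0.193) above the mean over the 12 subclusters. In the main clustering no subcluster took the name, and the same genes scored highest in MG6-like cells, at 0.077.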

We found that MG5 was close to IRM and SASP, whereas MG6 resembled ATM and DAM. 

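The 4 signatures were scored with the genes of Table S5 found in the files, 87 of 88 for IRM, 81 of 88 for DAM, 83 of 88 for ATM and 51 of 52 for SASP. At resolution 1.2 MG5-like cells scored 0.366 (SD 0.175) above the mean over subclusters for IRM, the highest of 12, and 0.241 after thinning. Among the alternatives that keep this scale, the clustering of thinned cells moved it most, to 0.138. Their SASP score was 0.037 (SD 0.072), below that of MG6-like cells at 0.093 (SD 0.081), and it reversed to -0.0179 in the clustering of thinned cells. In the main clustering MG6-like cells scored 0.270 (SD 0.174) for DAM, 0.269 (SD 0.222) for ATM and 0.249 (SD 0.161) for IRM, each the highest of 8, and 0.060 for SASP, against 0.067 in subcluster 5. After thinning the MG6-like scores were 0.165, 0.159, 0.140 and 0.024. MG0-like cells scored -0.234 for DAM. Of the IRM genes, 31 are also in the interferon set and 28 are ribosomal.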

Intriguingly, MG3 was remarkably comparable to the above four microglia phenotypes, which may be a result of its highly active ribosomes (Additional file 2: Fig. S3B, C). 

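For subcluster 7 the differences from the mean were -0.079 for DAM, -0.086 for ATM, -0.074 for SASP and -0.004 for IRM. Its cells are among the shallowest. With every cell thinned they were 0.036 for DAM, 0.033 for ATM, -0.025 for SASP and 0.124 for IRM.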

The above findings suggest that the microglia in the ischemic brain can be classified into six subclusters (MG 1–6) with distinct functional profiles.

### Identification of three microglia subclusters associated with ischemic stroke (ISAM)

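Diffusion pseudotime was computed on thinned cells, from the medoid of the sham microglia-like cells. The root is fixed in the sham library, so only the order of the other subclusters is read. Free RNA that differs between the libraries could also enter the distances, which was not tested. Each subcluster's median percentile among all microglia-like cells is given with its order-statistic interval. MG0-like cells lay at 15.8 (14.6 to 17.0), subcluster 6 at 32.7 (28.5 to 37.8), subcluster 2 at 44.5 (42.9 to 46.0) and MG1-like cells at 54.4 (52.3 to 56.1). Subcluster 7 followed at 69.5 (62.8 to 74.4), MG6-like cells at 75.3 (74.0 to 76.7), subcluster 5 at 86.5 (83.3 to 88.4) and MG4-like cells at 94.7 (94.1 to 95.4). Without thinning, the alternative that moved the order, subcluster 7 lay at 79.4, after the MG6-like cells at 75.1. With the subclusters of resolution 1.2, MG2-like cells lay at 31.3 (26.7 to 35.2) and MG5-like cells at 69.3 (65.3 to 73.9), between MG1-like cells at 53.4 and MG6-like cells at 83.4. That place of MG5-like cells did not hold without thinning, where they lay at 49.6 (45.4 to 55.7), before MG1-like cells at 56.6.

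**Figure D1:**
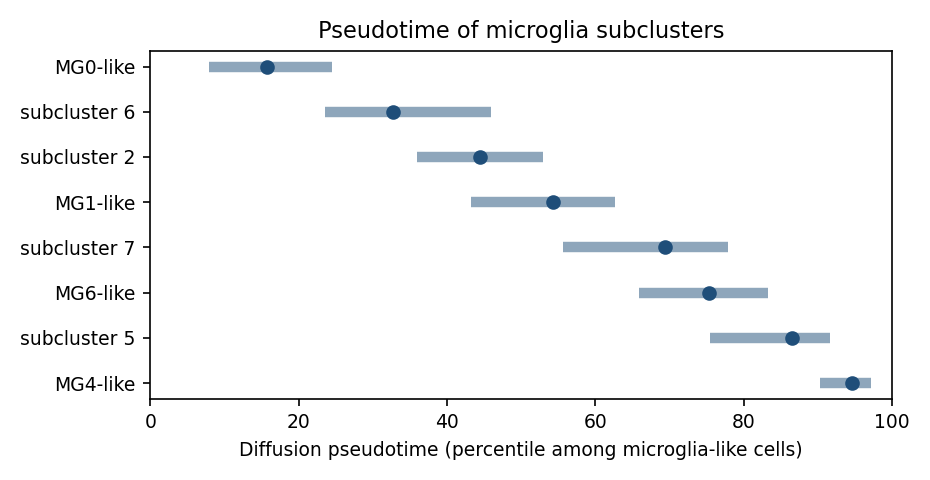
Diffusion pseudotime of the microglia subclusters, as percentile among all microglia-like cells (x axis), 1 line per subcluster. Dots are medians and bars run from the lower to the upper quartile of cells. MG0-like cells sit lowest at 15.8 and MG4-like cells highest at 94.7.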

We explored the differentiation trajectory of microglia subclusters after stroke, and found MG0 and MG2 situated at the beginning of the pseudo-time trajectory, while MG4, 5 and 6 at the end (Fig. 2A–C). MG0 was comprised of homeostatic microglia mainly from the sham mice brain, MG2 from the tMCAO group also pronouncedly expressed homeostasis-related genes (*Sall1*, *P2ry12*, *Trem119*, etc.) [10] 

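Subcluster 2, the tMCAO subcluster nearest to MG0-like cells by the genes named, held Sall1 at 857 (811 to 905) CPM, against 802 (772 to 833) in sham MG0-like cells and 393 in MG6-like cells. Its P2ry12 level was 4268 (4165 to 4372) CPM, against 3598 in MG1-like and 1251 (1222 to 1280) in MG6-like cells. Tmem119 (ENSMUSG00000054675.5, chromosome 5, 113793729 to 113800516, minus strand), taken for the gene the paper writes as Trem119, was at 1701 (1636 to 1768) CPM in subcluster 2, below 2229 (2178 to 2280) in sham MG0-like cells and above the 645 to 1335 of the other tMCAO subclusters. In tMCAO smooth muscle cell-like cells it was 63.7 CPM. The MG2-like subcluster of resolution 1.2, shallow at a median of 1170 UMIs, held Sall1 at 631, P2ry12 at 1736 and Tmem119 at 1016 CPM.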

(Additional file 2: Fig. S3E). 

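Across 24622 genes, the mean log-normalized expression of MG0-like cells and of subcluster 2 correlated with Pearson's r = 0.975. Genes are not independent replicates, so r describes this pair beside the other pairs and carries no test. Of the 28 pairs of subclusters this one ranked 5. The highest was subcluster 2 with MG1-like cells at 0.992, followed by MG4-like cells with subcluster 5 at 0.981. For MG0-like cells r was 0.965 with MG1-like and 0.930 with MG6-like cells. A filter to genes with at least 1 UMI per 10000 moved the first value most, to 0.950.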

Transcriptome comparison of MG2 and MG0 also revealed their high homogeneity (Fig. 2D). However, MG2 showed higher expression of major histocompatibility complex II (MHCII)-related genes (Additional file 2: Fig. S3F) and was enriched in antigen processing and cell adhesion pathways (Fig. 2E).

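H2-Aa (ENSMUSG00000036594.15, chromosome 17, 34282744 to 34287823, minus strand) lay at 126 (109 to 145) CPM in subcluster 2 and 31.0 (25.3 to 37.6) in sham MG0-like cells, H2-Ab1 at 205 and 44.3, H2-Eb1 at 109 and 25.3, and Cd74 at 161 (141 to 182) and 61.4 (53.3 to 70.5). Subcluster 2 did not stand out among the tMCAO subclusters, since H2-Aa was 130.5 (116 to 146) CPM in MG1-like, 125 in MG6-like and 167 (151 to 184) in MG4-like cells. Cell types that should lack these transcripts also rose between the libraries. Astrocyte-like cells held H2-Aa at 26.5 CPM in the sham library and 119 in the tMCAO library, and smooth muscle cell-like cells at 26.0 and 119.7. H2-Aa in the MG2-like subcluster of resolution 1.2 was 339 CPM.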

**Fig. 2:**
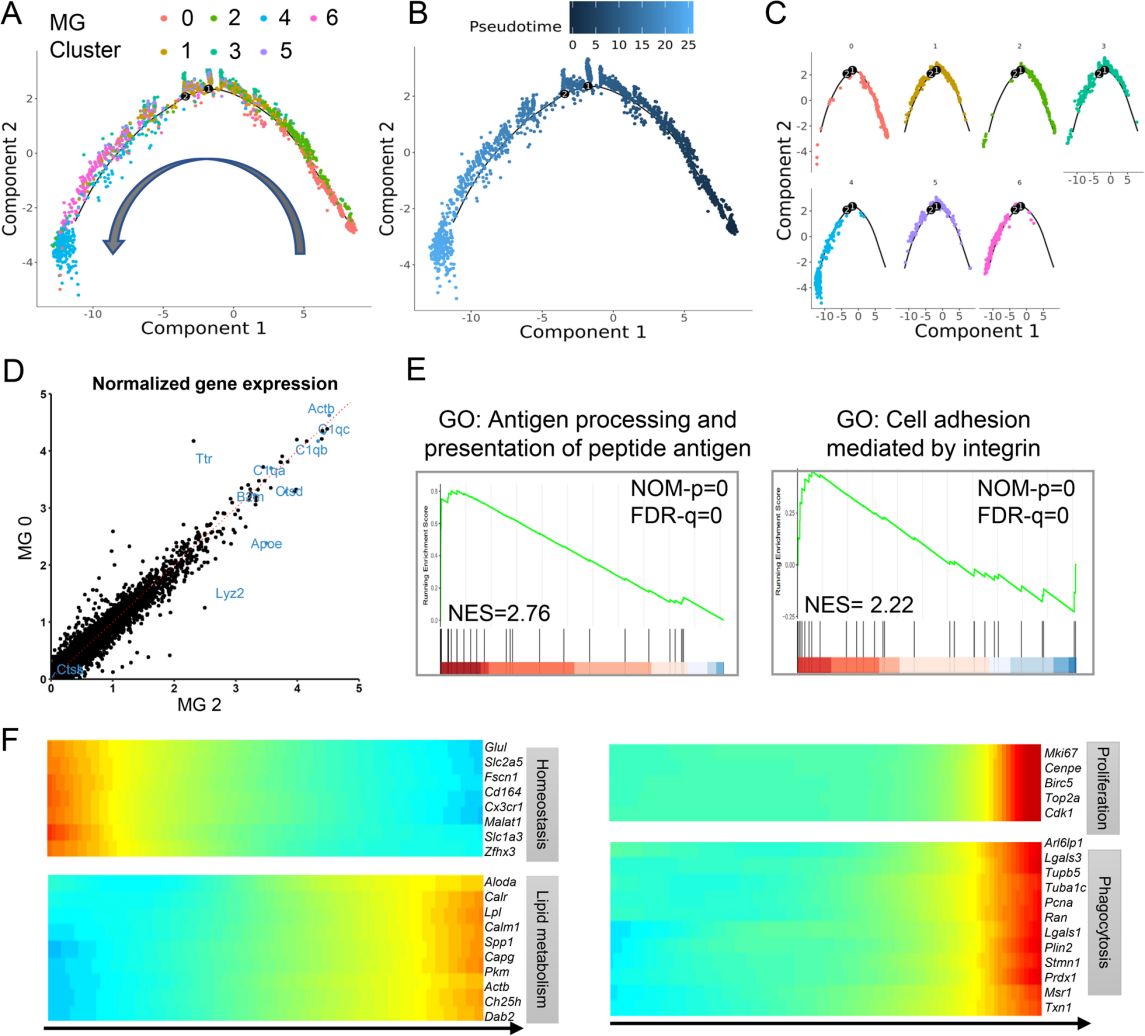
Pseudo-time trajectory revealed homeostatic microglia subcluster differentiated into ISAM. **A**–**C** Monocle pseudo-time trajectory shows the progression of MG0-MG6. One branch was identified, leading to MG4 from MG0&2 (**A**). The color represents microglia clusters (**A**, **C**), pseudo-time (**B**). **D** Comparison of normalized gene expression in MG2 and MG0. **E** GSEA using DEGs of MG2 reveals positive enrichment for antigen processing and presentation of peptide antigen and cell adhesion mediated by integrin. **F** Gene expression heatmap across pseudotime. The DEGs are shown using heatmap with microglia in pseudo-time from root to termini. Terms associated with DEGs in the right columns. (*ISAM* ischemic sociated microglia, *MG* microglia, *GSEA* gene set enrichment analysis, *DEG* differentially expressed genes)

In contrast, gene expression heatmap across pseudotime revealed steady downregulation of microglial homeostasis genes (including *Cx3cr1* and *Trem119*), while lipid metabolism, proliferation, and phagocytosis-related genes (including *Trem2*, *Mki67*, and *Apoe*) were up-regulated (Fig. 2F). 

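The tMCAO cells were split by pseudotime into 5 groups of 411 or 412 cells, whose median depth rose from 3263 to 10843 UMIs. From the first group to the last, Cx3cr1 (ENSMUSG00000052336.7, chromosome 9, 119901616 to 120069879, minus strand) fell from 4283 to 2085 CPM, Tmem119 from 1497 to 555, and P2ry12 from 3656 to 691. Apoe (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188, minus strand) went from 3244 to 5409 in the fourth and 5089 in the last group, against 7255 in tMCAO astrocyte-like cells. Mki67 was 67.1, 17.7, 36.9, 172 and 801 CPM from the first to the last group, and 41.3 in the first and 927 in the last with every cell thinned. Trem2 (ENSMUSG00000023992.14, chromosome 17, 48346401 to 48354147, plus strand) did not rise. It was 1738, 1965, 1842, 1872 and 1655 CPM, and 1777 in the first and 1545 in the last group with thinned cells. Pseudotime was built from the expression of these cells, so the trends are not independent of it.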

MG4, MG5, and MG6, which were predominantly found in the stroke brain, exhibited high expression levels of stroke-associated genes and have previously been associated with enhanced phagocytosis, lysosomal functions, and lipid metabolism [32, 33]. Therefore, we defined these three clusters (MG4, MG5 and MG6) as ischemic stroke-associated microglia.

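In the clustering with the differing genes left out, 34.3% of the tMCAO microglia-like cells were MG6-like, 12.95% MG4-like and 11.5% MG5-like. With thinned cells only 2 of the 6 subclusters of this clustering took a name, so these shares did not all hold there. The largest increases between the libraries among genes with at least 200 UMIs were those of Spp1, from 2.32 to 3236 CPM (log2 ratio 10.45, interval 9.47 to 11.66), Gpnmb, with 3 UMIs in sham cells, from 0.870 to 281 CPM (8.33, 6.79 to 10.61), Cd5l, with 2 UMIs in sham cells, from 0.580 to 94.7 CPM (7.35, 5.50 to 10.40), Cyp4f18, and Ch25h. Another 6 genes had 0 UMIs in sham microglia-like cells. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050, plus strand) lay at 4662 (4606 to 4718) CPM in MG6-like, 4582 (4497 to 4669) in MG4-like and 711 in subcluster 2. From their predominance in the stroke brain, the high level of stroke-associated genes and earlier work on such states, the paper defines MG4, MG5 and MG6 together as ischemic stroke-associated microglia.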

### Proliferative MKI67^+^ microglia can differentiate into two OASL + and CH25H + subclusters

MG4 highly expressed a range of cell cycle-related genes, including *MKi67* and *Top2a*, thus was defined as proliferative MKI67^+^ microglia (MG4) (Fig. 3A, B). 

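Mki67 (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361, minus strand) lay at 1325 (1279 to 1372) CPM in MG4-like cells, 653 in subcluster 5, 80.1 in MG6-like, 57.6 in subcluster 2 and 23.6 in MG1-like cells. Against the other tMCAO microglia-like cells the log2 ratio of MG4-like cells was 3.08 (2.99 to 3.16). Clustering thinned cells moved it most, to 4.52. Top2a (ENSMUSG00000020914.17, chromosome 11, 98992943 to 99024189, minus strand) lay at 1139 (1097 to 1182) CPM in MG4-like, 718 in subcluster 5 and 20.0 in MG1-like cells. Smooth muscle cell-like cells of the tMCAO library held Mki67 at 9.95 and Top2a at 18.6 CPM. Scrublet called 0 of the 223 tMCAO MG4-like cells as doublets.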

The presence and location of this subcluster was verified using immunofluorescence labeling of MKI67, which revealed that MKI67^+^ subcluster resided in ischemic penumbra and the lateral ventricle, particularly in the subventricular zone (SVZ) 3 days after stroke (Additional file 2: Fig. S4A). Whereas at 7 days after tMCAO, the majority of MKI67^+^ microglia surrounding the ventricle disappeared. The number of MKI67^+^ microglia around the infarct zone decreased steadily and disappeared up to 21 days after tMCAO (Fig. 3C, D). These results revealed the temporal and spatial characteristic of proliferative MKI67^+^ microglia in the ischemic mice brain.

**Fig. 3:**
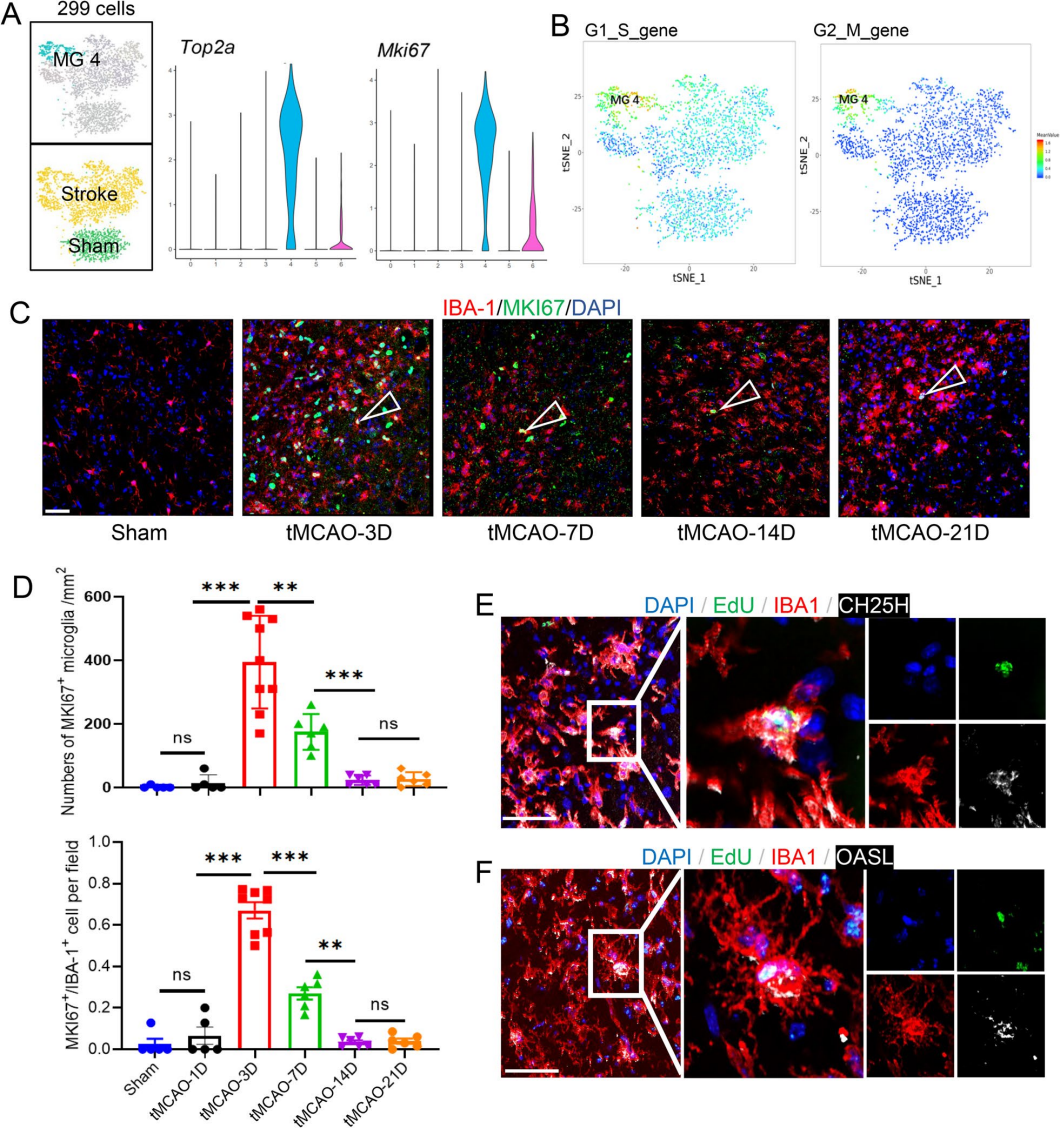
Proliferative microglia cluster emerged in the ischemic mice brain. **A** t-SNE representation of MG4 (left); violin plots showing the top up-regulated genes in MG4 (right). **B** Feature plots displaying cell cycle score determined by expression of highly conserved cell cycle genes. **C**, **D** Representative confocal images of MKI67 and IBA-1 double immunostaining in the ischemic penumbra and quantification of the MKI67^+^/IBA‐1^+^ cells at different timepoints after tMCAO. Scale bar: 40 μm (overviews). Triangles indicate resident MKI67^+^ microglia. one-way ANOVA with Bonferroni multiple comparisons test. *n* = 6–8. The data are shown as means ± SD. *p < 0.05, ***p < 0.001, n.s. no significance. **E**, **F** Representative confocal images of CH25H/OASL, IBA-1 and EdU treble immunostaining in the ischemic penumbra 3d after tMCAO. (*tMCAO* transient middle cerebral artery occlusion, *t-SNE* t-distributed stochastic neighbor embedding, *MG* microglia, *IBA-1* ionized calcium binding adapter molecule 1, *ANOVA* analysis of variance.)

We also found that MKI67^+^ microglia shared signature genes with MG5 (OASL^+^) including *Ifitm3*, *Rtp4*, and *Ifi27l2a*, and shared signatures with MG6 (CH25H^+^), such as *Spp1*, *Lgals3*, and *Igf1* (Additional file 2: Fig. S3D), suggesting partial overlap of transcriptional features between MG4 and MG5/MG6. 

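In the tMCAO library Ifitm3 lay at 510 CPM in MG4-like cells, above 268 in subcluster 2 and 335 in MG1-like cells, and Ifi27l2a at 521, against 199.6 in subcluster 2, 378 in MG1-like cells and 669 in subcluster 7. Rtp4 was 95.8 CPM in MG4-like cells, below 155 in MG1-like cells. Lgals3 lay at 464 (437 to 492) CPM in MG4-like and 652 (631 to 673) in MG6-like cells, against 102 in MG1-like cells and 129 in smooth muscle cell-like cells. Igf1 lay at 101 (88.9 to 115) CPM in MG4-like and 195 (184 to 207) in MG6-like cells, against 15.5 in MG1-like cells.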

We regressed out cell cycle scores and compared MG4 with other clusters. After decyclicization, the distinction between MG4 and MG5, 6 disappeared (Additional file 2: Fig. S4C, D), suggesting MG4 could represent the proliferative status of MG5 and MG6. In addition, using systemic in vivo DNA labeling with 5-ethynyl-2′-deoxyuridine (EdU), we found EdU were incorporated in OASL^+^ MG5 and CH25H^+^ MG6 subclusters in the ischemic stroke brain 3 days after stroke (Fig. 3E, F, Additional file 2: Fig. S4B). These results suggest that in response to cerebral ischemia, the proliferative MKI67^+^ microglia could differentiate into CH25H^+^ and OASL^+^ subclusters.

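S and G2M scores were regressed out. For each pair of subclusters, with the cells of all others left out, the share of each cell's 15 nearest neighbours that belong to the other of the pair was read before and after, beside the share that full mixing of the pair would give. Shares of different pairs thus do not add up and are not shares among all cells. For MG4-like cells the share of MG6-like neighbours rose from 4.60% to 47.6%, against 72.9% if mixed. Leaving the cell cycle genes out of the clustering in place of regression moved it most, to 9.35%. In the other direction, MG4-like neighbours of MG6-like cells rose from 0.507% to 6.52%, against 27.2% if mixed. The rise was not limited to MG6-like cells. MG1-like neighbours of MG4-like cells rose from 2.95% to 31.7% (66.4% if mixed), and subcluster 5 neighbours from 5.37% to 39.6% (43.6% if mixed). With the subclusters of resolution 1.2, MG5-like neighbours rose from 0.819% to 12.0% (24.6% if mixed) for the MG4-like subcluster of 228 cells and from 0.501% to 16.8% (30.1% if mixed) for the other, of 173. With the cell cycle genes left out these shares were 1.78% and 1.62%. In the other direction, regression brought the neighbours of MG5-like cells from these 2 subclusters to 4.77% (75.7% if mixed) and 7.21% (70.3% if mixed).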

### CH25H^+^ microglia exhibit increased phagocytosis activity after stroke

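Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929, plus strand) lay at 391 (375 to 408) CPM in MG6-like cells, a log2 ratio of 0.93 to the other tMCAO microglia-like cells, and at 108 CPM in tMCAO smooth muscle cell-like cells. The ratio was 1.04 for Spp1, 1.32 for Igf1 and 0.73 for Ctsb, whose level was 12284 CPM in MG6-like, 9534 in subcluster 5, 8950.2 in MG4-like and 2541 in sham MG0-like cells. Clustered at resolution 1.2, the smaller MG6-like subcluster held Spp1 at 8448, Gpnmb at 589, Igf1 at 334 and Ctsb at 16008 CPM. Spp1 and Gpnmb led the subcluster although they were held out of the clustering.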

By examining the molecular features of CH25H^+^ MG6, we found several genes in MG6 were enriched in proliferative-region-associated microglia [34] or DAM [10], such as *Spp1*, *Gpnmb*, *Igf1* and *Ctsb*. In addition, CH25H^+^ MG6 also exhibited up-regulated extracellular matrix (ECM)-related genes (for example, *Fn1* and *Thbs1*) and fatty acid-related genes, including *Lpl* and *Ch25h* (Fig. 4A, B). 

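Lpl (ENSMUSG00000015568.16, chromosome 8, 68880491 to 68907448, plus strand) lay at 609 (589 to 629) CPM in MG6-like, 468 in subcluster 5, 356 in MG4-like and 53.6 in MG1-like cells, a log2 ratio of 1.33 to the other tMCAO microglia-like cells, and at 171 CPM in smooth muscle cell-like cells. Fn1 lay at 410.2 (394 to 427) CPM in MG6-like, 460.4 (434 to 488) in MG4-like and 518 (483 to 555) in subcluster 5. Its ratio of 0.62 in MG6-like cells ranged from -0.23 with the reported genes kept in the clustering to 1.51 with thinned cells, and was also below 0 with 20 principal components (-0.03, with an interval that includes 0) and with doublets left out (-0.12). Thbs1 lay at 71.2 (64.5 to 78.4) CPM in MG6-like and 72.5 (62.1 to 84.1) in MG4-like cells, with a ratio of 0.39 (0.20 to 0.59) for MG6-like cells that stayed positive in each alternative run (with thinned cells its interval includes 0), and at 225 CPM in tMCAO smooth muscle cell-like and 50.5 in astrocyte-like cells.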

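Ch25h (cholesterol 25-hydroxylase, ENSMUSG00000050370.5) is a gene of 1 exon on chromosome 19, 34473778 to 34475164, minus strand. In the tMCAO library it lay at 254 (241 to 267) CPM in MG6-like cells, 197 (176 to 220) in subcluster 5, 187 (170 to 205) in MG4-like, 26.2 (18.7 to 35.6) in subcluster 2 and 19.5 (14.1 to 26.3) in MG1-like cells. Against all other tMCAO microglia-like cells the log2 ratio of MG6-like cells was 1.29 (1.17 to 1.41). Clustering thinned cells moved it most, to 2.53. At resolution 1.2 the MG6-like subcluster held 377 (356 to 399) CPM, the MG4-like ones 189 and 204, and the MG5-like one 194 (157 to 238). A Ch25h UMI was found in 40.3% of MG6-like, 39.0% of MG4-like, 36.8% of subcluster 5, 7.19% of MG1-like and 4.55% of subcluster 2 cells. After thinning these shares were 13.8%, 8.64%, 13.9%, 1.14% and 1.56%.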

The cholesterol 25-hydroxylase (*Ch25h*) was specifically expressed in MG6 (Additional file 1: Table S6), and CH25H^+^ IBA1^+^ cells could be found in the ischemic penumbra starting from 1 day and gradually increased up to 7 days after stroke (Fig. 4C, D). Moreover, MG6 showed gene enrichment in neuron death, phagocytosis, wound healing and collagen containing extracellular matrix (Fig. 4E). 

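Sets for phagocytosis and wound healing were scored. At resolution 1.2 the MG6-like subcluster scored 0.274 for wound healing, the highest of 12, and 0.227 for phagocytosis, below 0.246 in MG5-like cells. Sets for neuron death and for collagen-containing matrix were not scored.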

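A set of 11 anti-inflammatory genes scored 0.110 (SD 0.185) above the mean over subclusters in MG6-like cells, the highest of 8, and 0.045 after thinning. At resolution 1.2 a subcluster of 20 cells led by the macrophage genes Mrc1, Cbr2 and F13a1 scored 0.381, above the MG6-like cells at 0.160. For 11 genes of fatty acid synthesis, MG6-like cells scored 0.040 (SD 0.116) and MG0-like cells 0.059 (SD 0.141), the highest of 8. After thinning the MG6-like score was -0.003 and that of MG0-like cells 0.039.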

We further found that CH25H^+^ MG6 showed the highest anti-inflammatory score, with high expression of phagosome associated genes and de novo synthesis of fatty acid genes (Additional file 2: Fig. S5A). Our flow cytometry analysis revealed a significant decrease of CD206^+^ microglia in the brains of Ch25h^−/−^ mice, suggesting that *Ch25h* may play a role in regulating microglial phenotype (Fig. 4F, G). Moreover, we conducted flow cytometry (Additional file 2: Fig. S5B) and immunofluorescence experiments (Fig. 4I) in vitro, in which we treated microglial cell line BV2 cells with 25-hydroxycholesterol (25-HC), a metabolite of CH25H, and found increased phagocytic ability (Fig. 4H, I. These findings suggest that *Ch25h*, which is specifically expressed in CH25H^+^ MG6, plays a critical role in the phagocytic ability of microglia after ischemic stroke and accounts for the neuroprotective and anti-inflammatory properties of microglia after stroke.

**Fig. 4:**
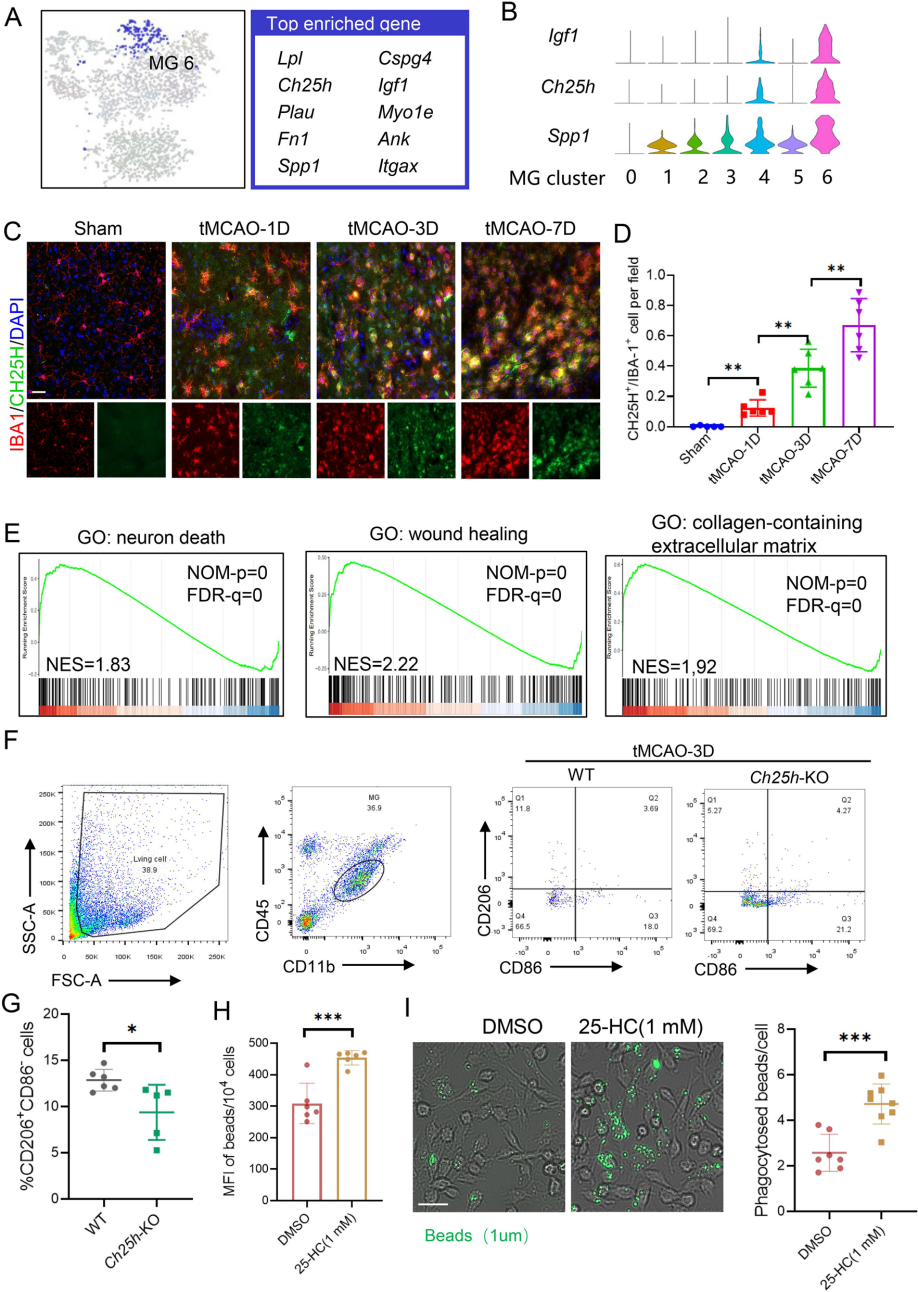
Novel CH25H^+^ microglia cluster identified with neuroprotective effect after stroke. **A** t-SNE representation and top up-regulated genes of MG6. **B** Violin plots showing specific marker of the MG6. **C**, **D** Dual immunofluorescence confirms the co-expression of CH25H with IBA1 in the ischemic penumbra and quantification of the percentage of CH25H^+^ IBA1^+^ cells at different timepoints after tMCAO (*n* = 5–6,). Scale bars, 40 μm. (*n* = 5/6 per group, one-way ANOVA with Bonferroni multiple comparisons test). The data are shown as means ± SD. *p < 0.05, ***p < 0.001, n.s. no significance. **E** GSEA using DEGs of MG6 reveals positive enrichment of neuron death, wound healing and collagen-containing extracellular matrix. **F** Flow cytometric analysis of CD206^+^M2-microglia and CD86^+^M1-microglia among CD11b^high^ CD45^int^ microglia from WT and Ch25h^−/−^mice at 3 days following tMCAO. **G** Quantification of flow cytometry of CD206^+^CD86^−^ cells in the brain at 3d after tMCAO. (**H–I**) Quantification of flow cytometry **H** and immunofluorescence of **I** internalized fluorescent latex beads. BV2 cells were subjected to hypoxia and glucose deprivation for 3 h, followed by treatment with 25-HC (1 mM) or vehicle for 6 h. And then, BV2 cells were incubated with the beads at a ratio of 1:10 for 2 h, followed by treatment washed and fixed for analysis. Scale bar: 50 μm. (*t-SNE* t-distributed stochastic neighbor embedding, *MG* microglia, *CH25H* Cholesterol 25-Hydroxylase, *IBA-1* ionized calcium binding adapter molecule 1, *ANOVA* analysis of variance, *QuSAGE* quantitative set analysis for gene expression, *GSEA* gene set enrichment analysis, *DEG* differentially expressed genes, *25-HC* 25-hydroxycholesterol.)

### *Ch25h* deficiency exacerbates ischemic brain injury and neuroinflammation after stroke

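Ch25h lay at 1.45 (0.471 to 3.38) CPM in sham and 164 (158 to 171) in tMCAO microglia-like cells, with 5 and 2353 UMIs, a log2 ratio of 6.82 (5.60 to 8.45). The latter UMIs were 81.2% of all Ch25h UMIs of the tMCAO library. Microglia-like cells lay above all other tMCAO cells together, with a log2 ratio of 2.39 (2.26 to 2.53), which averaging UMIs per 10000 over cells moved most, to 2.03. Endothelial-like cells were an exception. They lay at 10.1 (6.54 to 14.9) CPM in the sham and 195 (176 to 217) in the tMCAO library, and the ratio of microglia-like to endothelial-like cells was -0.25 (-0.41 to -0.08). In the tMCAO library a Ch25h UMI was found in 21.1% of microglia-like cells, 24.3% of endothelial-like cells (median 3996 UMIs) and 2.90% of astrocyte-like cells (median 2734 UMIs), which should lack the gene. After thinning these shares were 7.00%, 10.2% and 1.19%, with 143, 21 and 27 cells left out. The remaining tMCAO cell types lay between 3.49 CPM in neuron-like and 21.5 in choroid plexus-like cells.

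**Figure D2:**
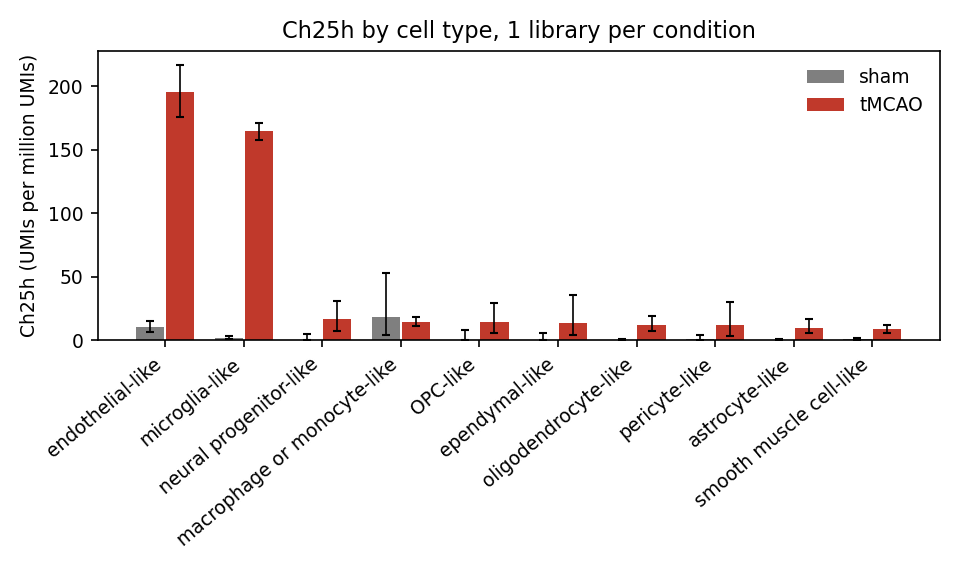
Ch25h in CPM (y axis) by cell type (x axis), for types with at least 40 cells in both libraries, in the sham library (grey) and the tMCAO library (red), 1 library each. Error bars are exact Poisson intervals of the counts. In the tMCAO library endothelial-like cells reach 195 and microglia-like cells 164, and the other types shown reach at most 16.3.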

To decipher the role of *Ch25h* in microglia after ischemic stroke, we subjected *Ch25h*^−/−^ mice to 60-min tMCAO, giving the finding that *Ch25h* was mainly expressed in microglia of ischemic stroke brain (Additional file 2: Fig. S2D, E). We found the extent of cerebral blood flow reduction was equivalent between the two groups (Fig. 5A–C). We found that the *Ch25h* gene of the heterozygous was consistent with that of wild type mice as revealed by PCR and immunostaining; therefore, *Ch25h*^+/−^ mice was used as the control group (Additional file 2: Fig. S5C, D). The total infarct volume at 72 h following tMCAO were significantly increased in the *Ch25h*^−/−^ mice compared to the *Ch25h*^+/−^ mice (Fig. 5D). The blood brain barrier (BBB) disruption was exacerbated in *Ch25h*^−/−^ mice compared to *Ch25h*^+/−^ mice after stroke (Fig. 5E). Consistent with the lesion size, the neuroinflammatory iNOS^+^ IBA1^+^ and CD68^+^ IBA1^+^ microglia in the ischemic penumbra were significantly increased in *Ch25h*^−/−^ mice (Fig. 5F, G). In addition, we found reduced survival of *Ch25h*^−/−^ mice compared to the *Ch25h*^+/−^ mice within 5 days after tMCAO (Fig. 5H). We next investigated the sensorimotor functions using modified Garcia score (Fig. 5I), the rotarod test (Fig. 5J) and grid‐walking test (Fig. 5K). We found prolonged latency to fall and increased foot fault percentage in *Ch25h*^−/−^ mice compared to *Ch25h*^+/−^ mice 5 days after stroke. In the Morris water maze test, which assesses the spatial cognitive functions, we found *Ch25h*^−/−^ mice manifested an increased latency to find the hidden platform and reduced time spent in the goal quadrant after the platform was removed (Fig. 5L), indicating impaired spatial learning and memory retention, respectively. There was no difference in swimming speed between *Ch25h*^−/−^ and *Ch25h*^+/−^ mice. Collectively, these results support that *Ch25h* deficiency exacerbates ischemic brain injury, neuroinflammation and functional recovery after tMCAO.

**Fig. 5:**
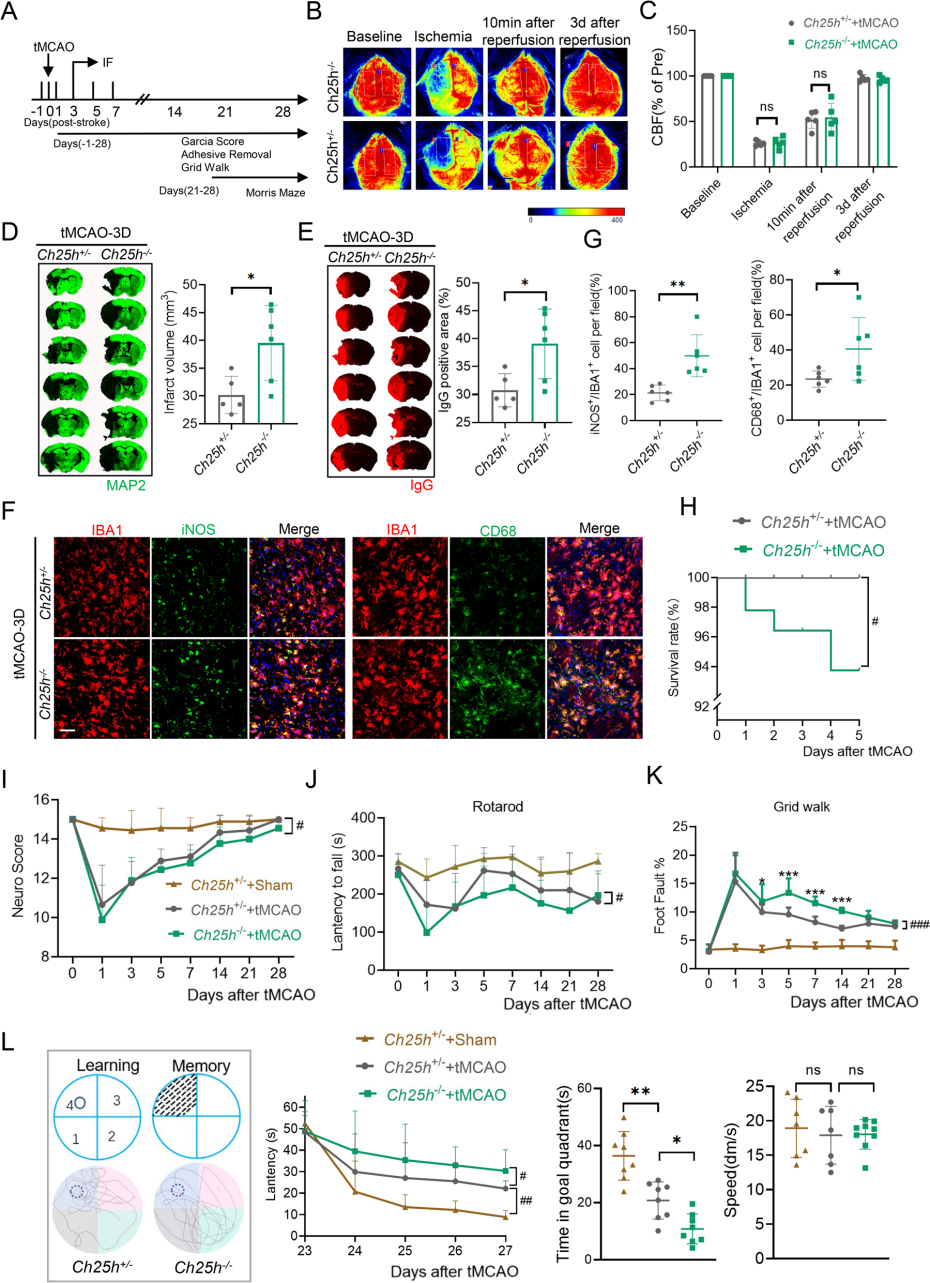
*Ch25h* deficiency exacerbates ischemic brain injury and neuroinflammation after stroke. **A** Schematic representation of the experimental design. **B** Cerebral blood flow monitored using two-dimensional laser speckle imaging techniques before, during middle cerebral artery occlusion (tMCAO), 10 min and 3 d after reperfusion. **C** Results of **B** were expressed as percent change from baseline (pre-tMCAO). **D** Representative MAP2 staining of brain infarct and quantification of infarct volume 3 days after stroke in *Ch25h*^+/−^and *Ch25h*^−/−^mice. *n* = 5–6 per group. **E** Representative endogenous mouse IgG staining of BBB leakage and quantification of endogenous IgG positive area 3 days after stroke in *Ch25h*^±^and *Ch25h*^−/−^mice. *n* = 5–6 per group. **F** Immunostaining of iNOS/CD68 and IBA1 in brain Section 3 days after tMCAO from *Ch25h*^+/−^and *Ch25h*^−/−^mice. Scale bar = 40 μm. **G** Quantification of the percentage of iNOS^+^/IBA1^+^ and CD68^+^/IBA1^+^ cells in the ischemic brain, *n* = 5–6 per group. **H** Survival rate of *Ch25h*^+/−^and *Ch25h*^−/−^mice within 5 days after tMCAO. ^#^*P* ≤ 0.05(*Ch25h*^+/−^ + tMCAO vs *Ch25h*^−/−^ + tMCAO). **I** Sensorimotor functions were assessed using the Garcia Score. **J** Sensorimotor functions were assessed using the rotarod test. **K** Sensorimotor functions were assessed using the Grid walk. *n* = 8–10. **L** Cognitive functions were evaluated in the Morris water maze. Representative images show the swim paths. *n* = 8–10. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (*Ch25h*^+/−^ + tMCAO vs *Ch25h*^−/−^ + tMCAO at 3d, 5d, 7d, 14d, 28d), ^#^*P* ≤ 0.05, ^##^*P* ≤ 0.01, ^####^*P* ≤ 0.0001 (*Ch25h*^+/−^ + tMCAO vs *Ch25h*^−/−^ + tMCAO), two‐way ANOVA, and post hoc Tukey's tests. (*MG* microglia, *CH25H* Cholesterol 25-Hydroxylase, *IBA-1* ionized calcium binding adapter molecule 1, *iNOS* inducible nitric oxide synthase)

### OASL^+^ microglia subcluster exhibits upregulated type I interferon signaling in the post-stroke mice brain

We next found OASL^+^ MG5 showed unique expression of interferon response genes including interferon induced transmembrane protein 3 (*Ifitm3*), receptor transporter protein 4 (*Rtp4*), 2′5′ oligoadenylate synthetase-like 2 (*Oasl2*), alpha-inducible protein 27-like 2A (*Ifi27l2a*), and *Ifi204* (Fig. 6A). 

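At resolution 1.2, Ifitm3 (ENSMUSG00000025492.6, chromosome 7, 141009586 to 141010770, minus strand) lay at 791 (714 to 875) CPM in MG5-like cells, against 508 in an MG4-like and 339 in the MG6-like subcluster, and 2159 CPM in tMCAO endothelial-like cells. Oasl2 (ENSMUSG00000029561.17, chromosome 5, 114896936 to 114912234, plus strand) lay at 384 (331 to 444) CPM in MG5-like, 107 in MG4-like and 79.1 in MG6-like cells, a log2 ratio of 2.04 to the other tMCAO microglia-like cells. Leaving doublets out of the clustering moved this ratio most, to 0.43, but the group that then took the name was larger, of 397 tMCAO cells against 70. Rtp4 was 309 (261 to 363) CPM in MG5-like and at most 96.7 in MG6-like and MG4-like cells, and Ifi204 355 (304 to 412) against at most 104. Other microglia-like cells held more Rtp4 than MG6-like and MG4-like cells. It was 122 CPM in all sham and 114 in all tMCAO microglia-like cells. The log2 ratio of Rtp4 in MG5-like to the other tMCAO microglia-like cells was 1.52. Ifi27l2a was 647 (577 to 723) CPM in MG5-like cells, close to 633 in subcluster 8 and below 1359 in subcluster 11, which held 20 cells and was led by macrophage genes. Astrocyte-like cells of the tMCAO library held Oasl2 at 60.3, Rtp4 at 38.0 and Ifi204 at 13.1 CPM.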

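Of the 174 interferon response genes of Table S7, 168 were in the files. After the MG5-like cells, the next highest of the 12 subclusters of resolution 1.2 was the unnamed subcluster 4 at 0.030, followed by an MG4-like one at 0.025 and the MG6-like one at 0.019. With every cell thinned, MG5-like cells scored 0.154 and the next, subcluster 11, 0.016. The interferon genes among the variable genes shaped the MG5-like subcluster, so its score describes it and is not independent of it.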

Functional analysis of MG5 also demonstrated gene enrichment in type I interferon (IFN)-related pathways and innate immune response (Fig. 6B, Additional file 2: Fig. S6A).

**Fig. 6:**
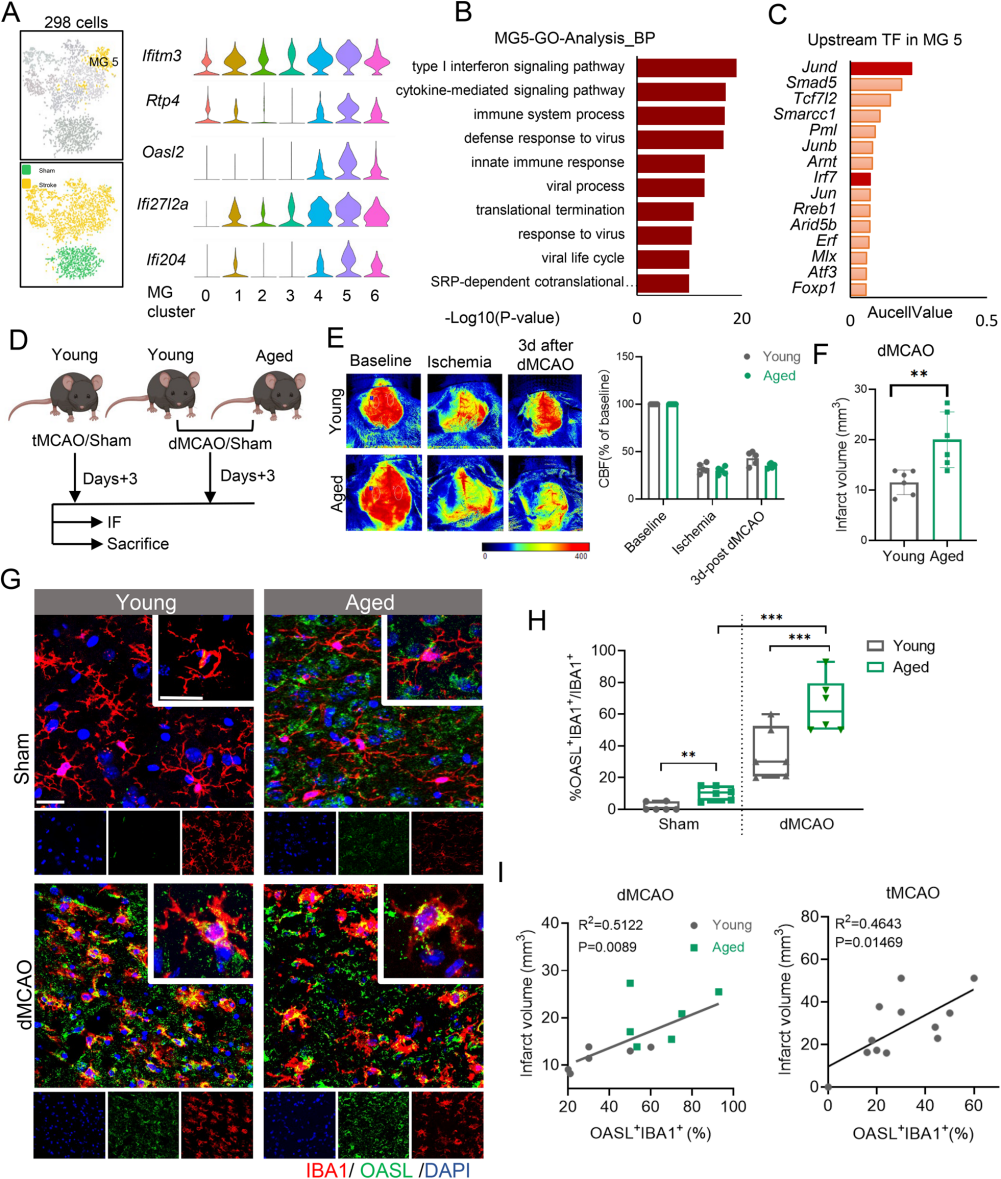
OASL^+^ microglia subset exhibits type I interferon upregulated signaling and was associated with increased infarct volume after stroke. **A** t-SNE representation of MG5 (left); violin plots showing the top up-regulated genes in MG5 (right). **B** Enriched GO terms in MG5. **C** Top predicted upstream transcriptional regulators of MG5 activation. **D** Schematic representation of the experimental design. **E** Cerebral blood flow was monitored using two-dimensional laser speckle imaging techniques on the left side before, during, and 3 days after distal middle cerebral artery occlusion (dMCAO). The values on the right side were expressed as a percentage change from the baseline measurements taken prior to dMCAO. **F** Quantification of infarct volume 3 days after dMCAO of young (3 months) and aged (21 months) mice. *n* = 6 per group. **G** Representative images of microglia in adult brain and aged brain after ischemic stroke. Scale bars, 30 μm. **H** OASL^+^ quantified in microglia (IBA1^+^) in the brain of young (3 months) and aged (21 months) mice of sham and ischemic stroke mice (young, *n* = 12; aged, *n* = 12; two-sided *t* test; mean ± SD). **I** Correlation between OASL^+^ microglia proportion and infarct volume of tMCAO and dMCAO. Data are presented as means ± SD. (*t-SNE* t-distributed stochastic neighbor embedding, *MG* microglia, *GO* gene ontology, *DEG* differentially expressed genes, *IBA-1* ionized calcium binding adapter molecule 1, *OASL* 2'–5'-oligoadenylate synthetase-like, *tMCAO* transient middle cerebral artery occlusion, *dMCAO* distal middle cerebral artery occlusion; *ANOVA* analysis of variance)

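SCENIC was not run, and the levels of both genes were read. Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481, minus strand) lay at 246 (204 to 295) CPM in the MG5-like subcluster of resolution 1.2, against 53.4 in MG6-like and 51.4 and 48.7 in the MG4-like subclusters, a log2 ratio of 2.39 to the other tMCAO microglia-like cells. Leaving doublets out, where a larger group took the MG5-like name, moved it most, to 0.46. In tMCAO astrocyte-like cells it was 22.3 CPM and in neutrophil-like cells 139.97. Jund (ENSMUSG00000071076.6, chromosome 8, 70698949 to 70700616, plus strand, 1 exon) lay at 259 (215 to 309) CPM in MG5-like cells, 277 in MG6-like cells and 266 in all tMCAO microglia-like cells, and at 429.6 in sham microglia-like cells.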

Using SCENIC analysis, we found that *Irf7* and *Jund* were upstream transcription factors responsible for transcriptomic alterations in OASL^+^ MG5, with the expression of *Irf7* specifically elevated in MG5 (Fig. 6C, Additional file 2: Fig. S6B). We further predicted a large repertoire of DEGs regulated by *Irf7*, suggesting that *Irf7* was a main regulator of ischemic-mediated activation of interferon response in microglia (Additional file 2: Fig. S6C). We further found that OASL^+^ IBA1^+^ cells were localized in the peri-infarct area in the cortex and striatum of the ischemic brain (Additional file 2: Fig. S6D, F). These data suggest that cerebral ischemic stroke induced the occurrence of type I interferon signaling-related OASL^+^ microglia*.*

### OASL^+^ microglia accumulated in the aged ischemic mice brain and was associated with increased infarct volume after stroke

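With every cell thinned, the SASP score of MG5-like cells at resolution 1.2 was 0.019 above the mean over subclusters, the third highest of 12, behind MG6-like cells at 0.047 and an MG4-like subcluster at 0.023. In the sham library such a comparison was not possible, since 4 sham cells lay in the MG5-like subcluster.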

As mentioned above, OASL^+^ microglia exhibited an abundance of senescence-related genes (Fig. 1F). To understand the association of OASL^+^ microglia with aging, we analyzed the interferon response genes of microglia isolated from 3- to 21-month-old C57BL/6 J mice brain (GSE127893). We detected higher expression of interferon response genes in microglia from the aged mice compared to those from the young mice (Additional file 2: Fig. S7A). In addition, we found a positive association between age and interferon response gene expression in microglia from the human parietal cortices (GSE135437) (Additional file 2: Fig. S7B). By analyzing the scRNA-seq data of Li et al.[35], we identified the OASL^+^ microglia (characterized by interferon responsive genes) in the aged ischemic mice brain, the proportion of which was considerably increased compared to that in the adult ischemic brain (Additional file 2: Fig. S7C, D). After inducing dMCAO in both young and aged mice, there was no difference in blood flow between the two groups. However, after 3 day post-dMCAO, the cerebral blood flow of the aged mice exhibited a slight decrease, while the the infarct volume of the aged mice were significantly increased in the aged mice compared to that of the young mice (Fig. 6E, F). Using immunofluorescent staining, we found consistently increased proportion of OASL^+^IBA1^+^ microglia in aged mice compared to the young mice after dMCAO (Fig. 6G, H). Moreover, the proportion of OASL^+^IBA1^+^ microglia was positively correlated with the infarct volume both in the aged and young mice after tMCAO and dMCAO (Fig. 6I). These findings suggest that ischemic stroke induced the increase of the interferon-responsive OASL^+^ microglia, which was associated with the infarct volume growth and counted more in the aged brain than in young individuals.

## Discussion

Here, we identified six distinct microglia subclusters as they progressed from homeostatic state to three unique microglia subclusters in the ischemic brain. We termed the above three microglia subclusters as ISAM, including MKI67^+^, CH25H^+^, and OASL^+^ microglia. We further found that CH25H^+^ microglia could be a neuroprotective subcluster displaying increased phagocytic and healing-promoting features, while the OASL^+^ microglia was a pro-inflammatory subcluster with upregulated interferon response and senescence-related features. The current findings suggest that ISAM represent specialized and unique types of microglia that could be precisely targeted for the development of novel stroke therapeutic strategies.

The CH25H^**+**^ microglia (MG6) express several neurotrophic factors, including *Spp1*, *Gpnmb*, and *Lgals3*, which was previously suggested to induce axon outgrowth and establish functional synapses, thus may contribute to neurogenesis after stroke [36, 37]. Moreover, the CH25H^**+**^ microglia also express similar signature genes as those neural network construction associated microglia found in neonatal mice, for example, *Spp1*, *Gpnmb*, *Igf1*, *Cd68* [8, 34]*,* suggesting CH25H^**+**^ microglia could contribute to the post-stroke neural network reconstruction during brain repair.

CH25H is an enzyme that catalyzes the oxidation of cholesterol to form the soluble product 25-hydroxycholesterol (25-HC) [38], which is an oxysterol that can play an important role in different pathological process, including antiviral effects by inhibiting membrane fusion in T cells, decreasing myocardial apoptosis by inhibiting PARP activity in myocardiocytes and maintaining mitochondrial integrity and preventing spurious AIM2 inflammasome activation in macrophages [38–40]. These findings suggest the *Ch25h* in microglia may play a protective role through a plethora of mechanisms. Consistently, depletion of *Ch25h* in cerebral ischemic stroke mice exacerbated neuroinflammation, increased infarct volume and deteriorated neurological functions. Thus, *Ch25h* could be an intriguing target for modulating the protective microglia subcluster for stroke therapy.

In addition to the CH25H^**+**^ subcluster, we found that the OASL^+^ microglia was associated with upregulated interferon response. Consistently, it was previously found that ischemic brain injury induced interferon-related genes in microglia [41]. Interferon responsive genes may influence numbers of neuroinflammation-related diseases, such as MS, AD, CNS lupus and viral encephalitis [42–45]. Moreover, we found that the percentage of OASL^+^ microglia was significantly associated with cerebral infarct volume after ischemia, suggesting that OASL^+^ microglia may be a critical player of neuroinflammation after ischemic stroke.

It was previously suggested that interferon-response microglia increased during aging [46]. In our study, we found that the proportion of interferon-related OASL^+^ microglia was considerably increased in aged mice compared to adult mice after ischemic stroke. This suggests that the interferon-related microglia subcluster may contribute to age-dependent neurodegeneration and predispose individuals to various age-related brain disorders.

While our analysis provides novel insights into the transcriptional patterns of distinct microglia subclusters in the ischemic brain, it has some limitations as follows. The brain tissue collected for analysis was restricted to the ischemic penumbra and the infarct region. The transcriptional changes in other brain regions, for example, the hippocampus was less considered. The single sample collecting timepoint can only offer a snapshot of the microglia transcriptional state, leading to limited understanding of the temporal alterations of microglia subclusters after stroke [9]. In addition, the current single-cell isolation technique fails to provide spatial characteristics of the newly identified microglia subclusters. Future studies using spatial transcriptomics with single-cell resolution at different timepoints after stroke may overcome these limitations [47]. In addition, it is important to note that the findings of this study were based on the use of only male animals, and caution should be exercised when applying these findings to female animals. Biological differences between male and female animals, such as hormonal fluctuations, reproductive status, and genetic factors [4], may influence the response to stroke and the role of CH25H^+^ microglia. Therefore, further studies specifically involving female animals are warranted to better understand the potential sex differences in the contribution of CH25H^+^ microglia to stroke progression. Furthermore, while using *Ch25h*-KO mice may not be able to distinguish the role of CH25H^**+**^ microglia in stroke, more specific and targeted approaches to selectively eliminate or inactivate the CH25H^**+**^ microglia would be necessary to establish a causal relationship between the sub-cluster and stroke progression.

In conclusion, we unravel the previously undefined microglia heterogeneity following ischemic stroke and define three distinct ISAM with specific functional features in the progression of ischemic brain injury. In the future, targeting different ISAM subcluster might represent an attractive and druggable approach to decrease neuroinflammation and restore brain homeostasis, with the goal of improving neurological functions after ischemic stroke.

## Supplementary Information

**Additional** **file** **1. **Additional tables.

**Additional** **file** **2. **Additional figures and methods.

## Data Availability

All data sets are included in the manuscript and supporting information. Original data are available upon request.

# Supplementary material for: Novel CH25H+ and OASL+ microglia subclusters play distinct roles in cerebral ischemic stroke
**Source:** J Neuroinflammation. 2023 May 15;20:115. doi: 10.1186/s12974-023-02799-6
**Supplement:** Supplementary file 1 — Additional file 1. Additional tables.

**Additional file 1**

**Novel CH25H^+^ and OASL^+^ Microglia Subclusters Play Distinct Roles in Cerebral Ischemic Stroke**

Yueman Zhang^#1^, Yunlu Guo^#1^, Ruqi Li^2^, Tingting Huang^1^, Yan Li^1^, Wanqin Xie^1^, Chen Chen^1^, Weijie Chen^1^, Jieqing Wan^2^, Weifeng Yu^1^, Peiying Li*^1,3^

Running Title: Ischemic stroke associated microglia

Renji Hospital, Shanghai Jiao Tong University School of Medicine

Shanghai, China; 160 Pujian Rd

Shanghai 200127, China

#These authors contributed equally to this work.

**Tables**

| **Table S2：List of antibodies** | | |
| --- | --- | --- |
| **Antibodies** | **Source** | **Identifier** |
| goat anti-Iba-1 | Abcam | ab178846 |
| rabbit anti- MAP2 | santa cruz | L1714 |
| rat anti‐Mki67 | eBioscience™ | 14-5698-821 |
| Rabbit anti‐OASL | abcam | ab191701 |
| Rabbit anti‐iNOS | abcam | ab191701 |
| Mouse anti-CH25H | Novus Biologicals | H00009023 |
| Rat-anti-CD68 | abcam | ab53444 |
| anti-CD11b-FITC | Biolegend | 101206 |
| anti-CD86-BV510 | Biolegend | 105040 |
| anti-CD45-APC-Cy7 | Biolegend | 103116 |
| anti-CD206-APC | Biolegend | 141708 |
| Donkey Anti-Rabbit IgG H&L (Alexa Fluor® 594) | abcam | ab150076 |
| Donkey Anti-Rat IgG H&L (Alexa Fluor® 594) | abcam | ab150156 |
| Donkey Anti-Goat IgG H&L (Alexa Fluor® 594) | abcam | ab150136 |
| Donkey Anti-Mouse IgG H&L (Alexa Fluor® 488) | abcam | ab150105 |
| Donkey Anti-Rabbit IgG H&L (Alexa Fluor® 488) | abcam | ab150073 |
| Donkey Anti-Rat IgG H&L (Alexa Fluor® 488) | abcam | ab150153 |

| **Table S3：Celltypes and Mainmarkers of brain cells** | | |
| --- | --- | --- |
| Cluster | Cell type | Main markers |
| 0 | Microglia | Ptprc, P2ry12, Sall1 |
| 1 | Astrocyte | Aldoc, Aqp4 |
| 2 | Smooth muscle cell | Tagln, Acta2 |
| 3 | Macrophage | Ptprc, Ms4a7 |
| 4 | Smooth muscle cell | Tagln, Acta2 |
| 5 | Microglia | Ptprc, P2ry12, Sall1 |
| 6 | Microglia | Ptprc, P2ry12, Sall1 |
| 7 | Pericyte | Kcnj8 |
| 8 | Endothelial | Cldn5, Flt1, Pecam1 |
| 9 | Astrocyte | Aldoc, Aqp4 |
| 10 | Oligodendrocyte | Mbp, Sox10 |
| 11 | Neutrophil | S100a9, Csf3r |
| 12 | Excitatory neuron | Snap25, Slc17a7, ALDOC |
| 13 | OPC | Pdgfra |
| 14 | Oligodendrocyte | Mbp, Sox10 |
| 15 | Undefined |  |
| 16 | Ependymal | Foxj1, Ccdc153, Enkur |

**Table S4：Differentially expressed genes in** microglia subclusters

Table S6-1： Ch25h expression in total cells and microglia

|  | Cell number (sham) | *Ch25h* average expression (sham) | Cell number (stroke) | *Ch25h* average expression (stroke) | log2(fold change)  (stroke vs sham) | p-value |
| --- | --- | --- | --- | --- | --- | --- |
| Total cells | 5517 | 0.0101 | 5709 | 0.5417 | 0.2243 | 5.2963e-147 |
| Total MG | 870 | 0.0087 | 2167 | 1.0047 | 0.3793 | 7.6768e-47 |

Table S6-2： Ch25h expression in microglia subclusters

|  | Cell numbers | *Ch25h* average expression | pct.1 | pct.2 | log2(fold change) | p-value |
| --- | --- | --- | --- | --- | --- | --- |
| MG0 | 890 | 0.0247 | 0.007 | 0.209 | -0.9700 | 1.0223e-45 |
| MG1 | 597 | 0.2534 | 0.111 | 0.159 | -0.5486 | 9.1724e-4 |
| MG2 | 391 | 0.2021 | 0.051 | 0.164 | -0.5791 | 5.253e-9 |
| MG3 | 331 | 0.7853 | 0.097 | 0.156 | 0.0610 | 0.0131 |
| MG4 | 299 | 1.4952 | 0.398 | 0.123 | 0.6101 | 3.4286e-35 |
| MG5 | 298 | 0.9328 | 0.178 | 0.147 | 0.1884 | 0.1670 |
| MG6 | 231 | 4.1015 | 0.688 | 0.105 | 1.8239 | 1.234e-129 |

| **Table S7：List of interferon response gene**s | | | | | |
| --- | --- | --- | --- | --- | --- |
| Interferon response genes | | | | | |
| Ifit3 | Ifitm3 | Usp18 | Ifi211 | Ifi204 | Irf7 |
| Ifit2 | Ifi206 | Oasl2 | Ifit3b | Tgtp2 | Ifi208 |
| Ifit1 | Iigp1 | Oas1a | Ifi207 | Rsad2 | Rtp4 |
| Oasl1 | Oas2 | RP24-84E18.1 | Ccl12 | Ifi213 | Zbp1 |
| Phf11b | Slfn5 | Mx1 | Ifi47 | Ifi209 | Gm4951 |
| Oas1g | Cxcl10 | Cmpk2 | Phf11d | Stat1 | Oas3 |
| Gbp6 | Sp100 | Mx2 | Slfn2 | Nlrc5 | Ms4a4c |
| Stat2 | Rnf213 | Phf11a | Bst2 | Ccl2 | Ifi27l2a |
| Gm12250 | Pml | Fgl2 | Xaf1 | Isg20 | Irgm1 |
| Tor3a | Parp14 | Dhx58 | Gm7609 | Ifih1 | Helz2 |
| Ly6e | Igtp | F830016B08Rik | Ddx58 | Trim30a | Gbp4 |
| Gm7592 | Gm4841 | Gbp2 | Ly6a | Tgtp1 | Gm6904 |
| BC147527 | Socs1 | Eif2ak2 | Fcgr1 | Slfn9 | Gm45418 |
| H2-T23 | Slfn8 | Sdc3 | Gm20559 | Trim30d | Ube2l6 |
| Batf2 | Ccl5 | Ifi44 | Samd9l | Oas1b | Gm1966 |
| H2-Q6 | Gm5431 | B430306N03Rik | Parp9 | Gm8995 | Gm15433 |
| Adar | H2-Q7 | Tnfsf10 | Znfx1 | Ifi35 | Parp12 |
| Herc6 | Trim30c | Irf1 | Scimp | Nampt | Gm5970 |
| Trafd1 | Gbp3 | Ifi214 | C4b | Phf11c | Clic4 |
| Slc25a22 | H2-T24 | Lgals9 | Samhd1 | Trim30b | Ly6i |
| Fcgr4 | Daxx | Siglec1 | Zufsp | Gbp9 | Tpst1 |
| Gm44935 | Dck | Parp10 | Psme1 | Ddx60 | Trim25 |
| Prr5l | Vcam1 | Gbp5 | Ogfr | Zc3hav1 | Epsti1 |
| Gpr84 | Mthfr | Tap1 | Treml2 | Slamf8 | Hap1 |
| Ccdc86 | 9330175E14Rik | Nmi | Pik3ap1 | 1600014C10Rik | Etnk1 |
| Gm17435 | Tor1aip1 | Gbp7 | Shisa5 | Timeless | Psmb9 |
| Gm2065 | Irf9 | Chic1 | Mybph | Tlr3 | Gm20429 |
| Apobec3 | Zfas1 | Tctn2 | Trim12c | Dtx3l | Naa25 |
| Setdb2 | Gm12216 | 2310001H17Rik | Sap30 | Tapbp | Arid5a |

# Supplementary material for: Novel CH25H+ and OASL+ microglia subclusters play distinct roles in cerebral ischemic stroke
**Source:** J Neuroinflammation. 2023 May 15;20:115. doi: 10.1186/s12974-023-02799-6
**Supplement:** Supplementary file 2 — Additional file 2. Additional figures and methods.

**Additional file 2: Figures and Methods**

**Novel CH25H^+^ and OASL^+^ Microglia Subclusters Play Distinct Roles in Cerebral Ischemic Stroke**

Yueman Zhang^#1^, Yunlu Guo^#1^, Ruqi Li^2^, Tingting Huang^1^, Yan Li^1^, Wanqin Xie^1^, Chen Chen^1^, Weijie Chen^1^, Jieqing Wan^2^, Weifeng Yu^1^, Peiying Li*^1,3^

Running Title: Ischemic stroke associated microglia

Renji Hospital, Shanghai Jiao Tong University School of Medicine

Shanghai, China; 160 Pujian Rd

Shanghai 200127, China

#These authors contributed equally to this work.

**Methods**

**Cerebral Ischemia Model**

Mice were anesthetized with 3% isoflurane in 67%:30% N2O/ O2 (induction), until they were unresponsive to the tail pinch test and were then fitted with a nose cone providing 1.5% isoflurane for anesthesia maintenance. Transient middle cerebral artery occlusion (tMCAO) was induced by placing a monofilament in the common carotid artery, details can be found in supplementary material. advancing it to the origin of the middle cerebral artery, and left in position for 60 minutes until reperfusion. Body temperature was maintained at 37 ± 0.5°C with a heating pad during surgical procedures. Animals were excluded from further experiments if they did not show a cerebral blood flow (CBF) reduction of at least 75%. Distal middle cerebral artery occlusion (dMCAO) was induced as described below. Briefly, mice were anesthetized with 2% isoflurane in a 30% O2/68% N2O mixture under spontaneous breathing conditions. A skin incision was made at the neck and the left common carotid artery was exposed and ligated. After the neck incision was sutured, another skin incision was made between the left eye and ear. The temporal muscle was dissected and a burr hole was opened to expose the distal part of middle cerebral artery occlusion (MCA). The dura mater was then cut and the distal MCA was coagulated with low‐intensity bipolar electrocautery (Shanghai Hutong Electronics Co. Ltd.) at the immediate lateral part of the rhinal fissure. Sham‐operated animals underwent anesthesia and surgical exposure of arteries but without artery occlusion. Sham-operated animals underwent the same anesthesia and surgical procedures except tMCAO/dMCAO.

**Study timeline**

The overall study timeline is as follows:

1) 6 hours, Day 1, Day3, and Day5 after tMCAO: Collect tissue for immunostaining.

2) Day 3 after tMCAO: Collect tissue for PCR, immunostaining, flow cytometry, scRNA-sequencing.

3) Day 3 after tMCAO: Collect tissue for immunostaining.

4) Day 1 to Day 28: Day 1, 3, 5, 7, 14, 28 for modified Garcia Score, grid walk, and Rotarod test; Day 23 to 28 for Morris water maze test.

We used a total of 80 mice in this study. Specifically, 6 mice underwent MCAO surgery and were included in the scRNA-seq analysis (3 for tMCAO group and 3 for sham group). For the study of Ch25h, we used a total of 20 mice (10 for Ch25h^+/-^ and 10 for Ch25h^-/-^) for knockout efficiency test, infarct volume and neuroinflammation assessment. For the behavioral tests, we used 8 mice per group (total 32 mice). For the aged mice, 6 mice underwent dMCAO surgery and 6 for sham group.

**MAP2 and IgG staining**

Infarct volume was evaluated by microtubule-associated protein 2 (MAP-2) immunofluorescence staining. BBB leakage was evaluated by extravasation of plasma IgG. We incubated the brain sections with primary antibodies against anti-MAP2（Rabbit monoclonal), followed by incubation with fluorescent secondary antibody Anti-Rabbit IgG H&L (Alexa Fluor® 488) and Anti-Mouse IgG H&L (Alexa Fluor® 594). The sections were then imaged using a confocal microscope, and the infarct volume or IgG^+^ area was determined with NIH Image J (1.52a) analysis by an investigator who was blinded to the experimental group assignment.

**qPCR**

The sham brain and ischemic brain tissues were grinded to homogenate in TRIzol reagent (Vazyme, R401-01). The total RNA was isolated using tissue RNA purification kit (EZBioscience, RN001A). cDNA was synthesized using a color reverse transcription kit (EZBioscience, A0010CGQ). qPCR was performed using 2x color SYBR Green qPCR Master Mix (EZBioscience, A0012-R2) in CFX384 Real-Time PCR System (BioRad, 1-855-484). All reagents were used according to manufacturer’s instructions.

The following mouse gene primer sequences were used:

*Ch25h*: ATGGGCTGCTACAACGGTTC (Fwd); CCTTGTCCTTATGGTGTCCCAG (Rev)

*β-actin*: GGCTGTATTCCCCTCCATCG (Fwd); CCAGTTGGTAACAATGCCATGT (Rev)

**Behavioral tests**

Sensorimotor functions was assessed by the modified Garcia Score^1^, grid walk^2^, and Rotarod test ^3^, which were performed as previously described to assess before and after surgery by investigators who were blinded to experimental group assignments. The modified Garcia Score is a well‐established sensorimotor assessment system consisting of five individual tests, of which one measures sensory function while four measure motor function. We scored each test from 0 to 3 (maximal score = 15): (a) body proprioception, (b) forelimb walking, (c) limb symmetry, (d) lateral turning, and (e) climbing as described. The grid walk test was performed according to Rogers et al. ^2^ with slight modifications. In the grid walk test, mice were placed on an elevated steel grid and the foot fault errors (when the animal’s forelimb was misplaced and fell through the grid) were recorded as the mice moved. Data are presented as percentage of foot fault errors for the right impaired forelimb relative to the total amount of right forelimb steps. For the rotarod test, mice were forced to run on a rotating rod (YLS-4D) with speeds starting at 4 rpm and accelerating to 40 rpm within 300 seconds. Three consecutive trials were conducted for each mouse, with an interval of 15 minutes. The time at which a mouse fell off the rod was recorded as the latency to fall. Data were expressed as mean values from three trials per day.

Cognitive function was analyzed using the Morris water maze test, as described previously^4^. A square platform (11 × 11 cm^2^) was submerged 2 cm beneath the water surface in a circular pool (diameter = 10^9^ cm) filled with opaque water. Mice were placed into the pool from one of the four locations and allowed to locate the hidden platform for 60s. Each mouse was trained on 3 trials (with randomly assigned starting positions) per day to locate the platform for three consecutive days before tMCAO. At the end of each trial, the mouse was placed on the platform or allowed to stay on the platform for 30s with prominent spatial cues displayed around the room. Trials were recorded with Anymaze system (Stoelting, US). In the learning test, three trials were performed on each day. The time spent to reach the platform was recorded to reflect spatial learning. In the memory test, the platform was removed and a single 60s probe trial was conducted. Time spent in the goal quadrant (where the platform was previously located) was recorded to reflect spatial memory.

**Figures and Legends**

**Figure S1**

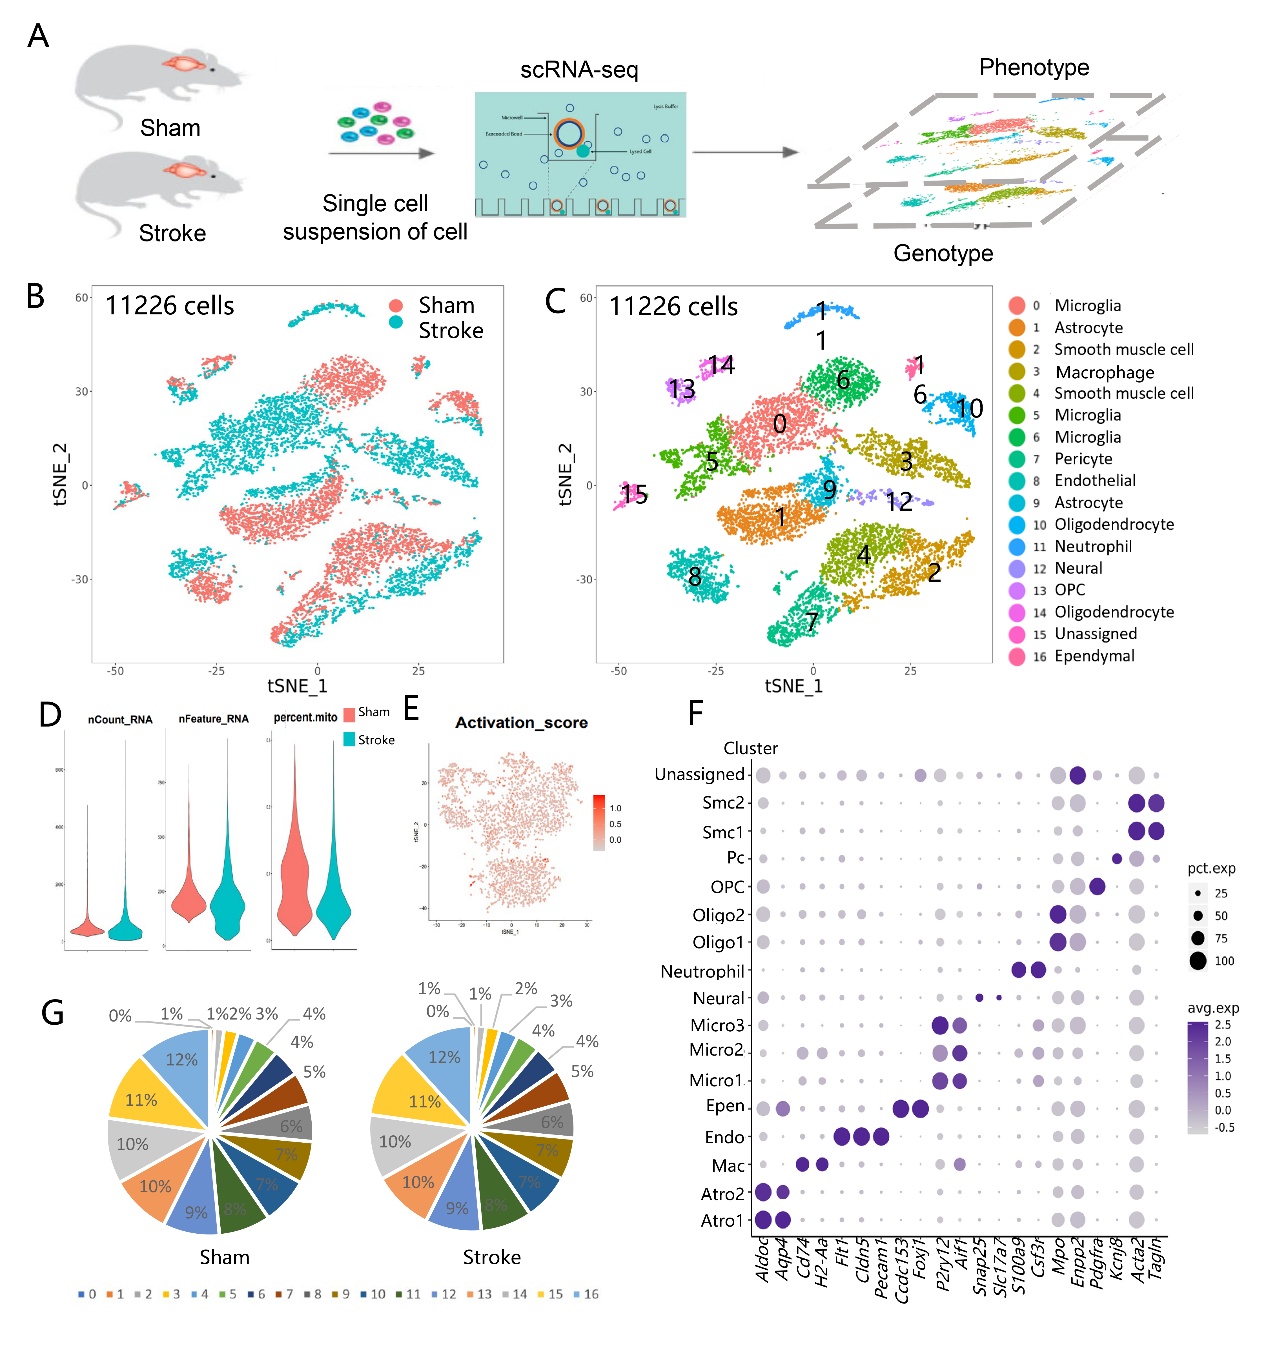

**Figure S1** **Sixteen Distinct Cell Subpopulations Identified in the Ischemic Mice Brain**

(A) Diagram of experimental design. All cells were sequenced with a modified BD Rhapsody scRNA-seq technique.

(B)t-SNE representation of 11226 cells from 3 sham (n=5517 cells) and 3 tMCAO (n=5709 cells) mice brain. 

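Without a filter the libraries together held 11264 barcodes, 15 sham and 23 tMCAO barcodes more than those kept. A stricter filter of more than 500 genes and less than 15% mitochondrial UMIs would have kept 4857 sham and 5240 tMCAO cells, the alternative that moved the number most.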

Dots, individual cells; colors, different origin.

(C) t-SNE representation of the 11226 single cells shows the cellular heterogeneity of brain cells. Dots, individual cells; colors, cell clusters.

(D) nGene, nUMI and percent of mitochondrial of 11226 individual brain cells from 3 sham (n=5517 cells) and 3 tMCAO (n=5709 cells) mice.

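The median depth was 4572 UMIs per cell (quartiles 3580 and 6244) in the sham library and 4130 (2385 and 6567) in the tMCAO library. The shallowest cell held 1926 UMIs in the sham library and 338 in the tMCAO library, where 315 cells fell under 1000 UMIs, against 0 in the sham library. A median of 2084 genes was detected per sham cell and 1892 per tMCAO cell. Mitochondrial UMIs made up a median of 8.50% in the sham library and 5.58% in the tMCAO library.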

(E) Activation score of microglia from 3 sham and 3 tMCAO mice.

(F) Marker genes in each brain cluster. The size of the dot indicates the percentage of cells expressing the gene in each cluster, and the color depicts the average normalized transcript counts in the cells.

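At resolution 0.8 the cells formed 20 clusters, all named, in 14 cell types. Resolution 0.4 moved this number most, to 14, and resolution 1.2 gave 24 with 1 left unnamed. Microglia-like cells made up 882 cells (16.0%, interval 15.0 to 17.0) of the sham library and 2201 cells (38.6%, 37.3 to 39.8) of the tMCAO library. The paper's reported numbers are 870 and 2167. Of the 4 microglia-like clusters, a pair had 0 microglia markers among the 10 leading genes, since one was led by Spp1, Ch25h and Lpl and the other by Mki67 and Birc5. Macrophage or monocyte-like cells numbered 43 in the sham library and 929 (16.3%, 15.3 to 17.3) in the tMCAO library, and neutrophil-like cells 11 and 293, the latter at a median of 1387 UMIs. Astrocyte-like cells numbered 1422 (25.8%, 24.6 to 27.0) and 448 (7.85%, 7.16 to 8.58), smooth muscle cell-like cells 1392 and 877, and endothelial-like cells 429 and 345. The remaining types were oligodendrocyte-like (494 and 167), pericyte-like (327 and 123), choroid plexus-like (168 and 22), neural progenitor-like (104 and 91), OPC-like (100 and 105), ependymal-like (100 and 44), neuron-like (43 and 13) and fibroblast-like (2 and 51), each with the sham number first. These are shares of the cells recovered in 1 library per condition, from clusters whose marker genes also differ between the libraries, and they do not measure the number of cells in the tissue.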

(G) The pie chart shows the percentage of each cluster in (b) in different groups (sham & stroke).

**Figure S2**

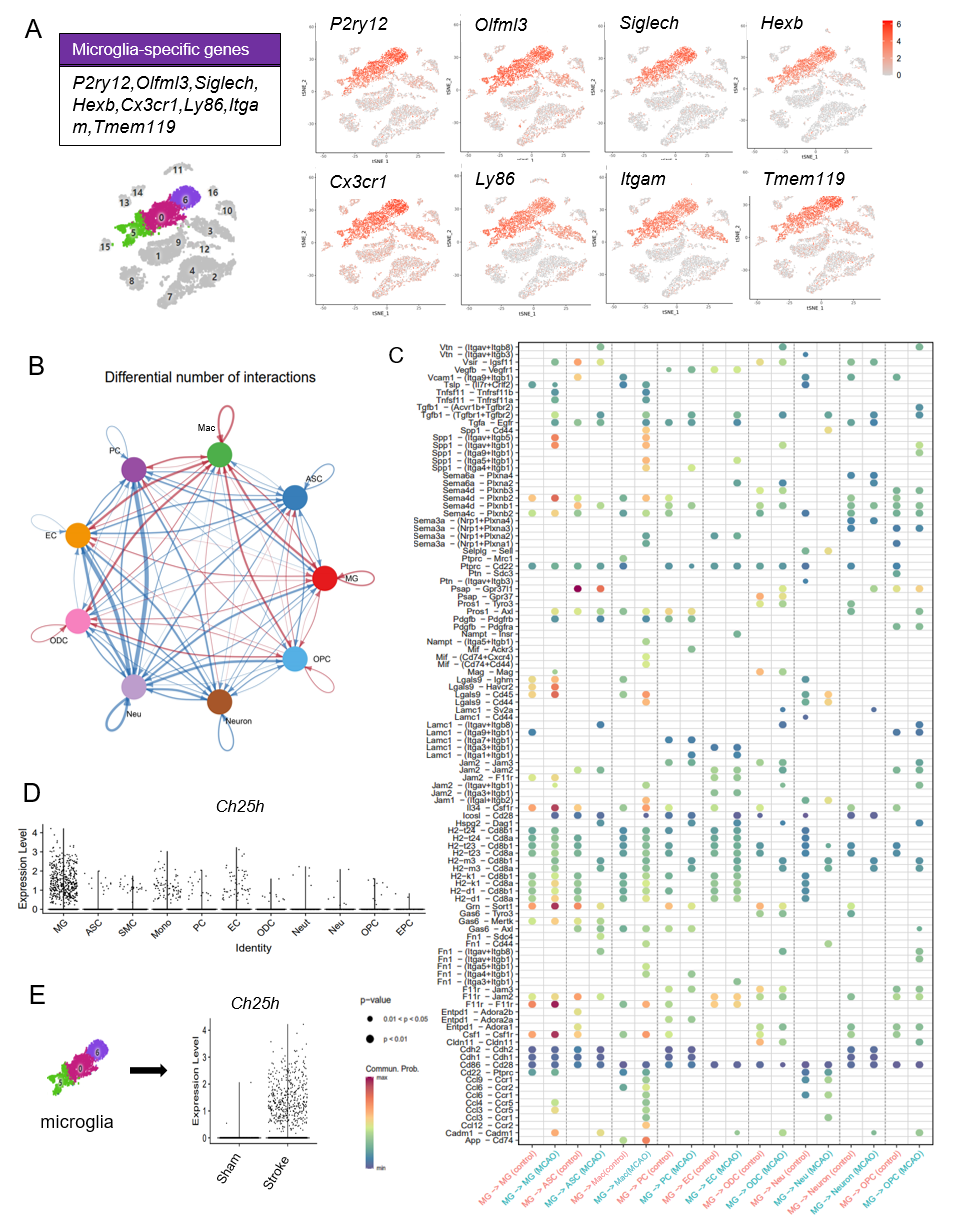

**Figure S2 Interactions of microglia with other brain cells after ischemic stroke**

(A) Projection of key marker genes onto the graph plot of microglia. The color represents the Log2 normalized transcript counts.

(B) CellChat reveals cell communications among each cell type, with SMC and ependymal cells excluded.

(C) The dot plot representing all ligand–receptor interactions between microglia and each cell type, respectively. The color gradient indicates the communication probability, the size indicates p-values.

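Over all cells, Ch25h had 40 UMIs in the sham library, 1.196 CPM, and 2898 UMIs in the tMCAO library, 91.2 CPM. Outside the microglia-like cells it went from 1.17 to 31.2 CPM.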

(D) Violin plots of Ch25h from sham and tMCAO mice brain. Dots, individual cells.

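Of the sham microglia-like cells, 3 of 882 (0.340%, interval 0.0702 to 0.991) held a Ch25h UMI, beside 1 of 1422 sham astrocyte-like cells (0.0703%), whose median depth was 4172 UMIs. Thinning lowered the log2 ratio between the libraries in microglia-like cells most among the alternatives, to 5.44.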

(E) Violin plots of Ch25h of microglia from sham and tMCAO mice brain. Dots, individual cells.

**Figure S3
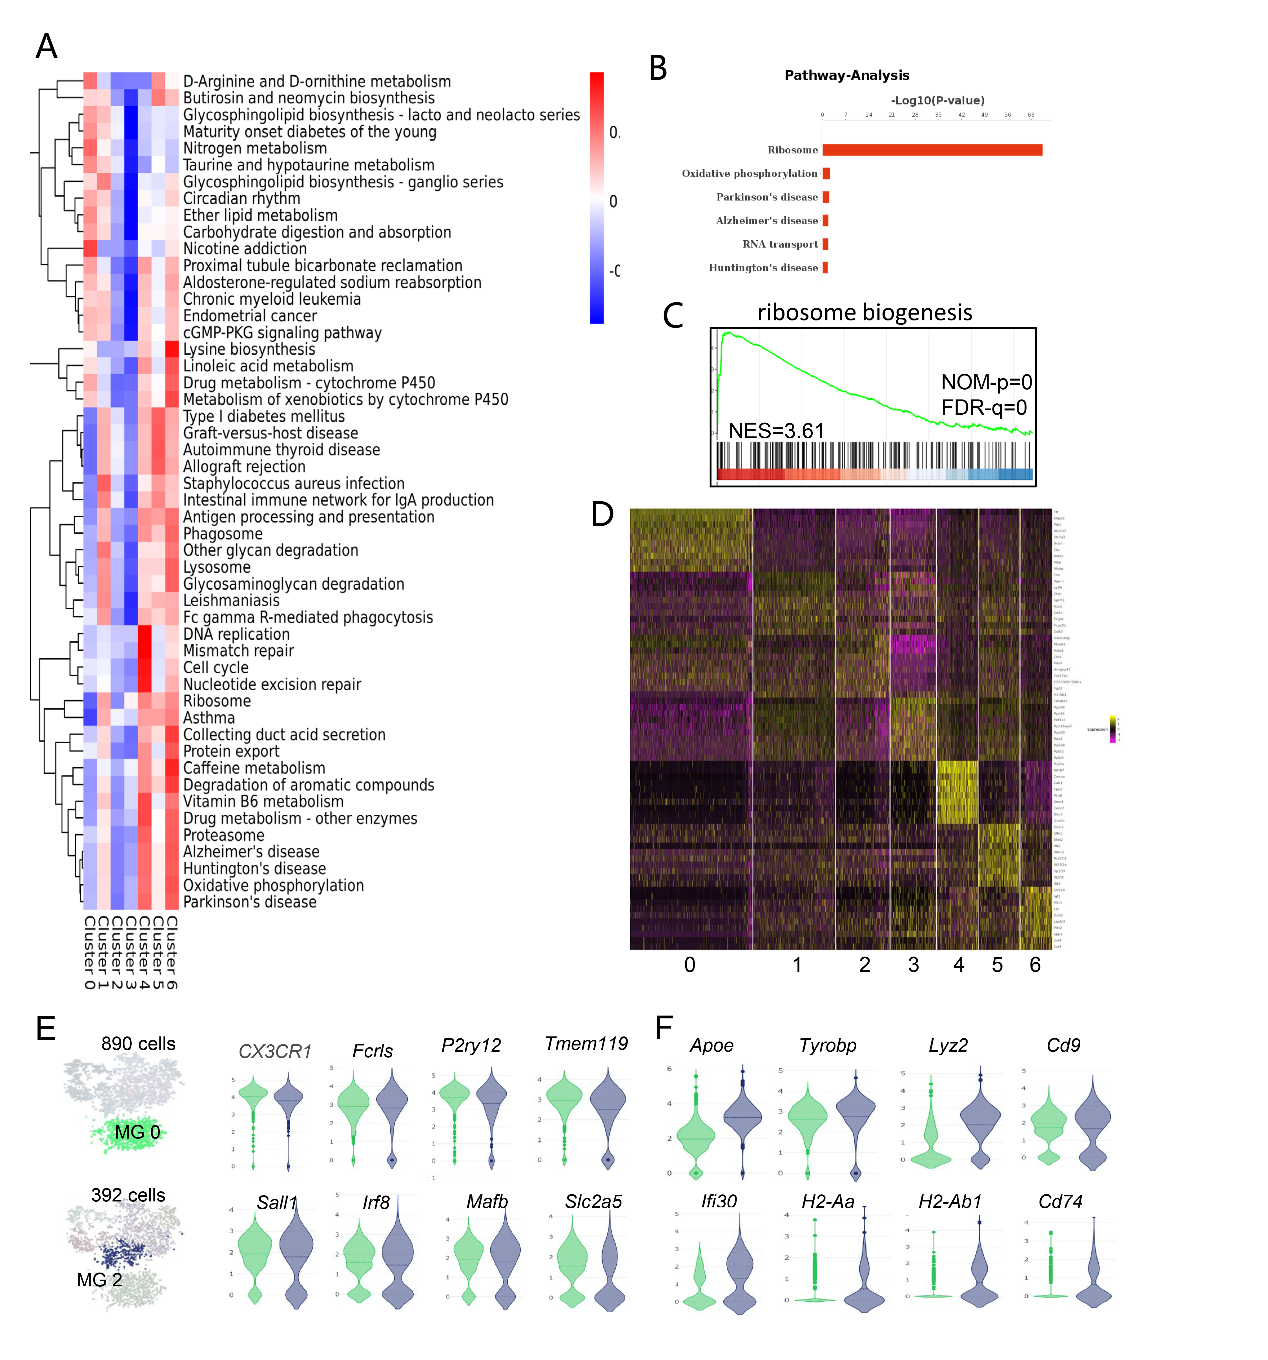
**

**Figure S3 Functional characterization of microglia subsets.**

(A) Heatmap reveals KEGG pathway enrichment of MG 0-6.

(B) GO biological process based on DEGs of MG 3.

(C) GSEA using DEGs of MG3 reveals positive enrichment of ribosome biogenesis, with normalized enrichment score (NES) = 3.61.

(D) Heatmap shows the top 10 expressed genes in MG 0-6. The color represents the scaled expression.

(E-F) Violin plots depict log-normalized expression of cluster-enriched genes of MG0&2.

**Figure S4**

**
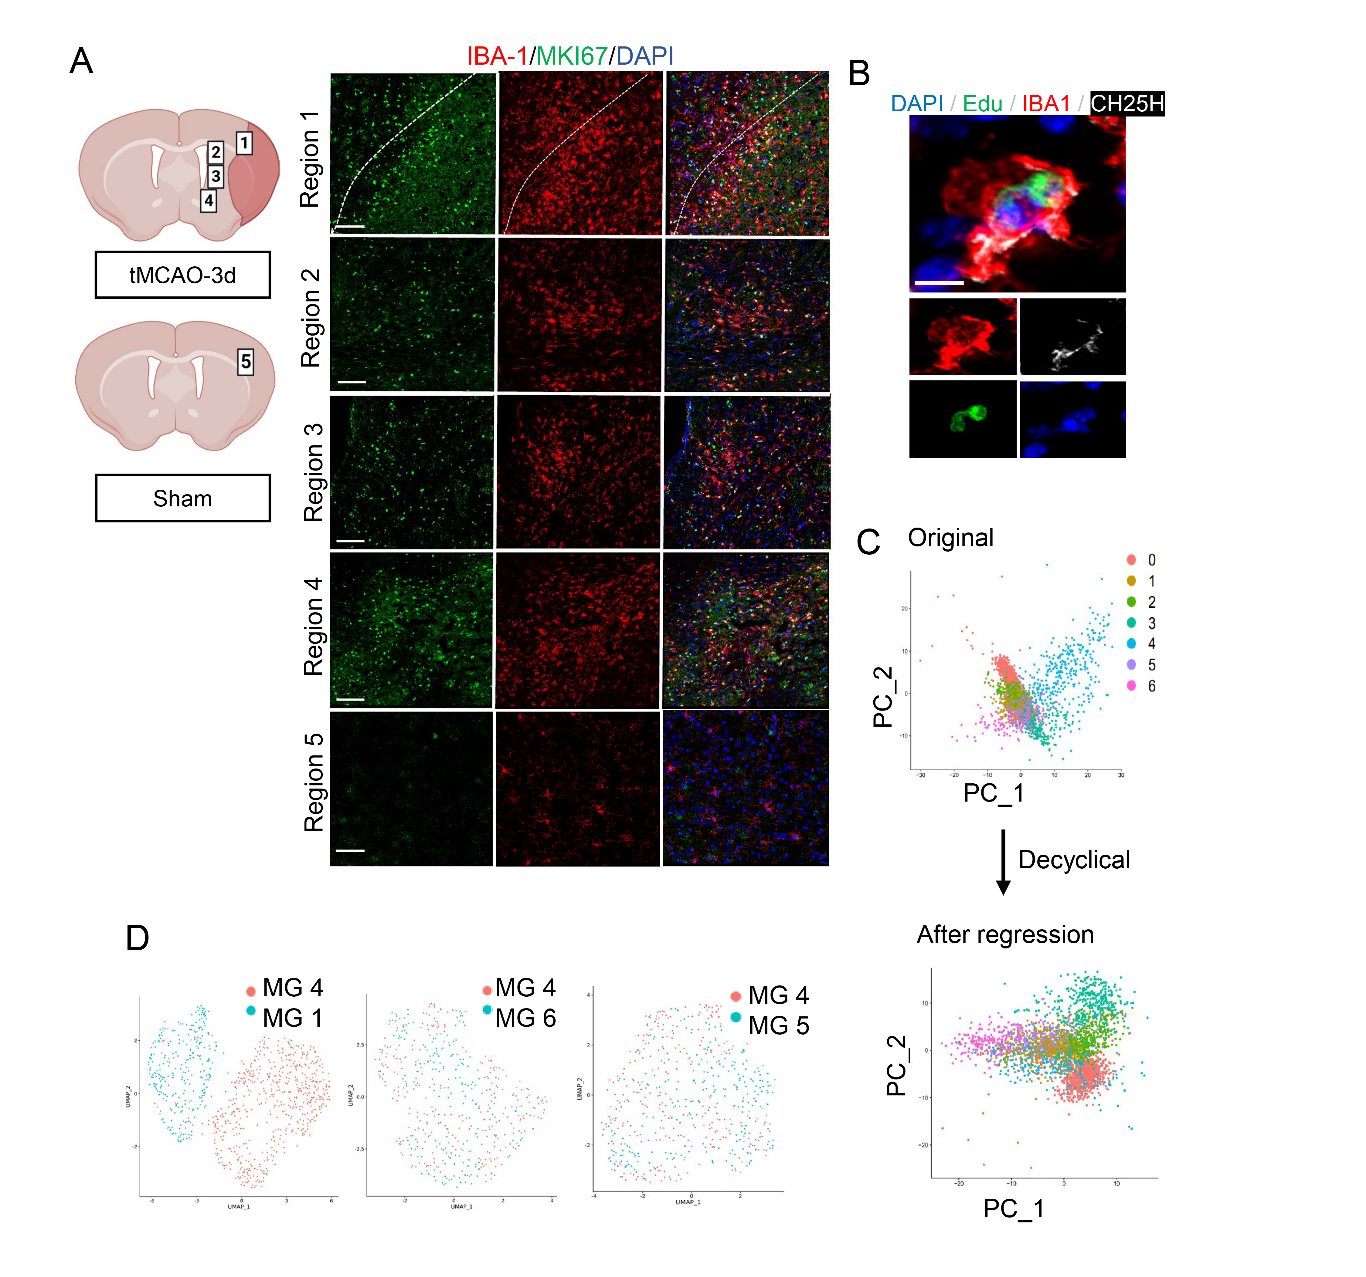
**

**Figure S4** **Representative immunofluorescence of proliferating microglia after ischemic stroke**

(A) Representative immunofluorescence pictures of post-3d-tMCAO mice showing the expression of Iba1and Mki67 on microglia in different CNS compartments. Scale bars, 100 μm (overview). Representative pictures of five mice from three independent experiments are depicted.

(B) Representative confocal images of CH25H, IBA-1 and EdU treble immunostaining of dividing cell in the ischemic penumbra 3d after tMCAO. Scale bar: 50 μm (overviews).

(C) Demonstrate of cell cycle regression in microglia.

(D) UMAP representation demonstrate MG4 (after cell cycle regression) with MG0, 5, 6, respectively.

**Figure S5**

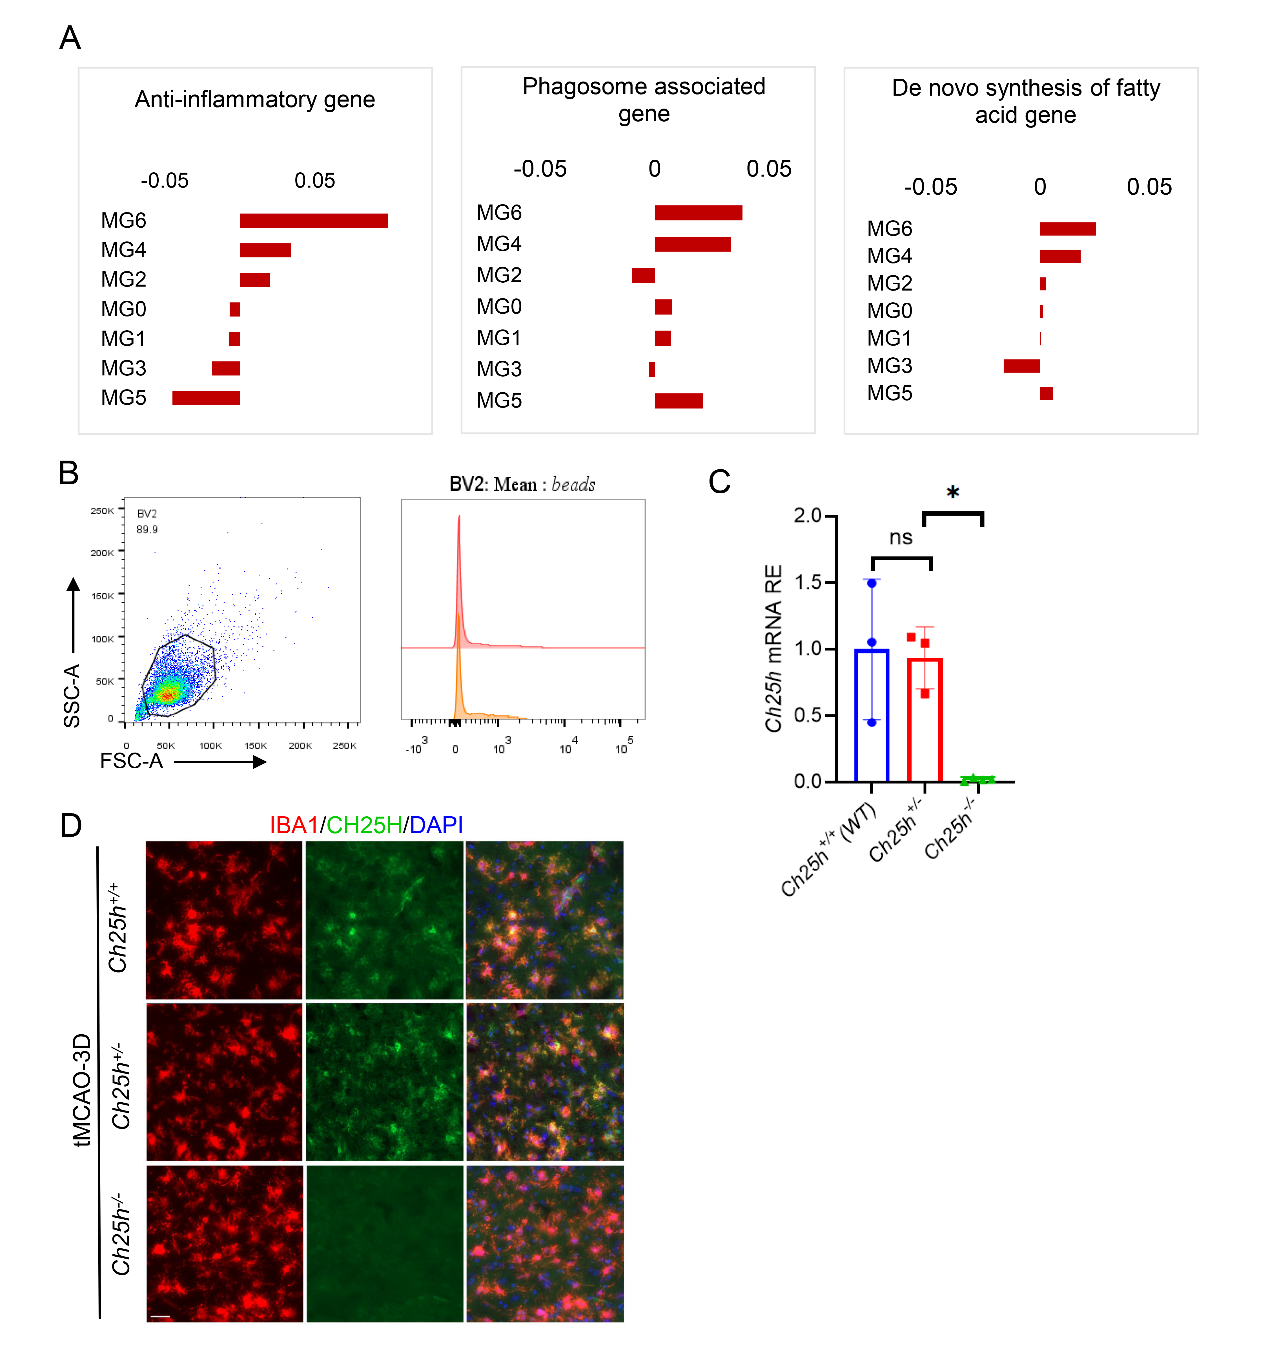

**Figure S5 *Ch25h* gene of the heterozygous was consistent with that of wild type mice**

(A)The score of anti-inflammatory, phagosome and de novo synthesis of fatty acid markers in different microglia clusters based on the analysis by QuSAGE (2.16.1).

(B) Representative dot plots and gating strategy for BV2 cells internalized fluorescent latex beads.

(C) qRT-PCR analysis of changes in the expression of Ch25h of post-3d-tMCAO ischemic brain from Ch25h^+/+^, Ch25h^+/-^and Ch25h^-/-^mice

(D) Representative immunofluorescence pictures of post-3d-tMCAO ischemic brain showing the expression of CH25H on microglia in Ch25h^+/+^, Ch25h^+/-^and Ch25h^-/-^mice

**Figure S6**

**
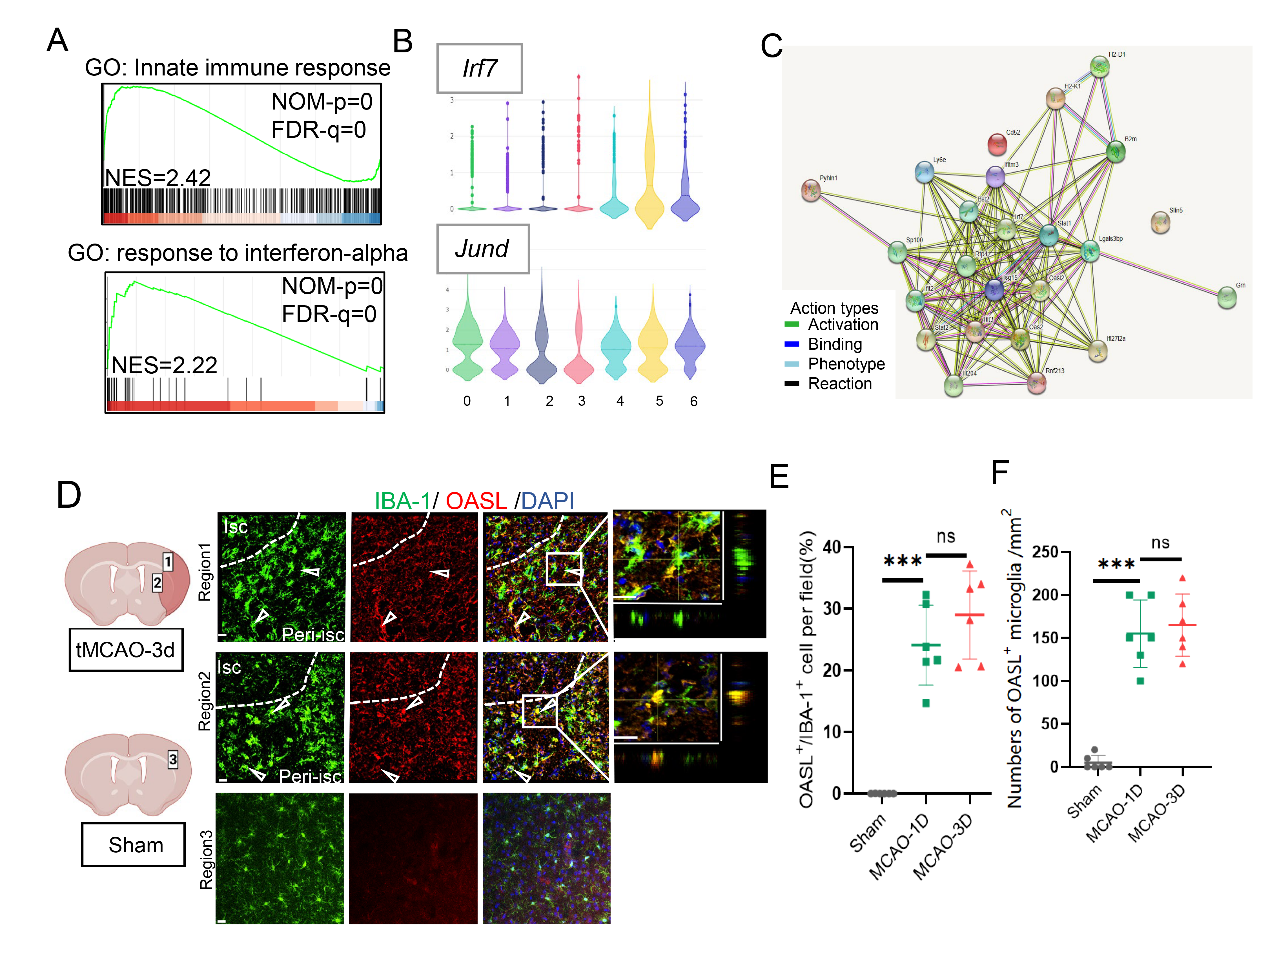
**

**Figure S6 Identification of an OASL^+^ microglia subset sensitive to type Ⅰ interferon in post-stroke mice brain**

(A) GSEA using DEGs of MG5 reveals positive enrichment of innate immune response and response to interferon-alpha.

(B) Violin plot of Irf7 and Junb in all microglia clusters.

(C) Interactome of top 20 specific genes in MG5.

(D) Confocal images of IBA-1, and OASL in brain sections obtained from post-3d-tMCAO mice brain (cortex and striatum). Scale bars, 20μm. Triangles indicate resident OASL^+^ microglia.

(E-F) Quantification OASL^+^ IBA-1^+^ cells in the brain. (n=5/6 per group, one-way ANOVA with Bonferroni multiple comparisons test). The data are shown as means ± SD. *p < 0.05, ***p < 0.001, n.s. no significance.

**Figure S7**

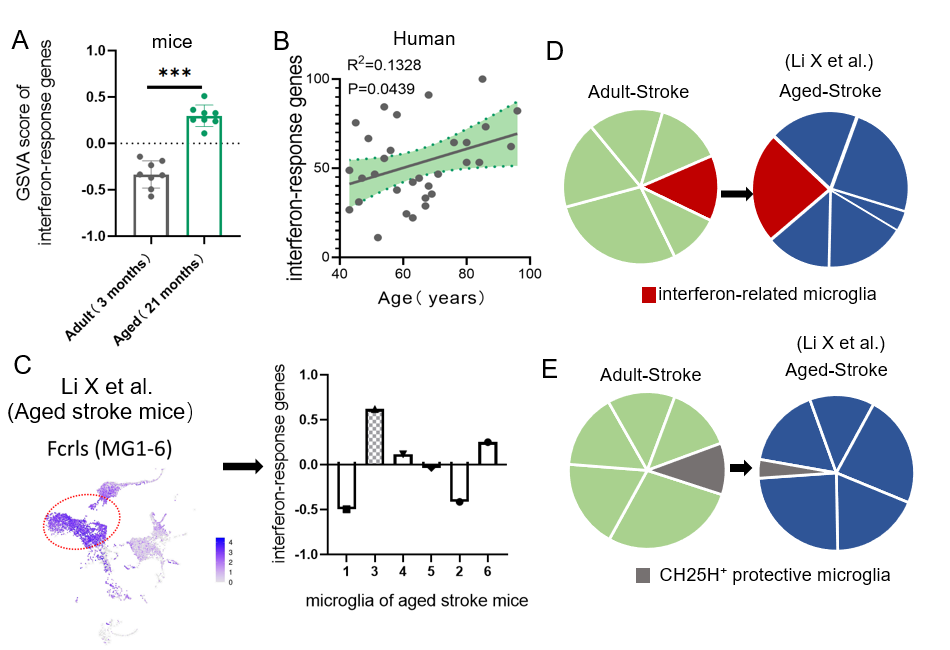

**Figure S7 The accumulation of neuroinflammatory OASL+ subcluster was increased in the aged ischemic mice brain.**

(A) GSVA score of the 60 most central genes in the interferon-response module is greater in microglia isolated from aged wild-type relative to young adult mice (6–8 weeks versus 16–18 months of age; n = 7 mice per group, GSE127893). Data are shown as mean ± SD. Student’s t-test; **p < 0.01.

(B) Linear regression of the mean normalized expression of the 60 most connected genes from the human interferon-response network in microglia isolated from the cortex of humans with different ages (34–102 years of age, GSE135437).

(C) GSVA score of interferon-response genes for each microglia cluster in aged stroke mice.

(D) The proportion of OASL^+^ microglia in adult brain and aged brain after ischemic stroke.

(E) The proportion of CH25H^+^ microglia in adult brain and aged brain after ischemic stroke.

(OASL, 2'-5'-oligoadenylate synthetase Like; GSVA, gene set variation analysis; IBA-1, ionized calcium binding adapter molecule 1; tMCAO, transient middle cerebral artery occlusion; dMCAO, distal middle cerebral artery occlusion.)

**References**

1. Cekanaviciute E, Fathali N, Doyle KP, Williams AM, Han J, Buckwalter MS. Astrocytic transforming growth factor-beta signaling reduces subacute neuroinflammation after stroke in mice. *Glia*. 2014;62:1227-1240

2. Rogers DC, Campbell CA, Stretton JL, Mackay KB. Correlation between motor impairment and infarct volume after permanent and transient middle cerebral artery occlusion in the rat. *Stroke*. 1997;28:2060-2065; discussion 2066

3. Shiotsuki H, Yoshimi K, Shimo Y, Funayama M, Takamatsu Y, Ikeda K, et al. A rotarod test for evaluation of motor skill learning. *J. Neurosci. Methods*. 2010;189:180-185

4. Vorhees CV, Williams MT. Morris water maze: Procedures for assessing spatial and related forms of learning and memory. *Nat. Protoc.* 2006;1:848-858

How the deposited data were processed for this re-analysis (not part of the article)

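Cells of mouse brain tissue around the infarct, taken 3 days after tMCAO of 60 min or after sham surgery, were profiled with the BD Rhapsody system in 2 libraries, 1 per condition, each of tissue pooled from 3 mice. The authors deposited 1 table per library whose unit is the count of UMIs per gene and cell, without normalization. They state that reads were cleaned with fastp, assigned to cells with UMI-tools, mapped with STAR to mm10 with Ensembl annotation and down-sampled by the mean reads per cell of each sample. The tables were checked to hold whole numbers, to differ in total from cell to cell, and to leave the stated number of cells after the stated filter. Of the 30295 genes, named by symbol, 29550 (97.5%) were found by name in the GENCODE vM21 annotation of GRCm38, which is not the annotation the authors used, and positions come from it.

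Cells with more than 200 genes and less than 30% mitochondrial UMIs were kept, 5517 sham and 5709 tMCAO cells with 33449224 and 31766816 UMIs. Cells were called as doublets within each library with Scrublet, through scanpy 1.11.5 in Python 3.11.15, at an expected rate of 0.05, and were kept in the main setting. Clustering was done with Seurat 5.3.0 in R 4.3.3. UMIs were scaled to 10000 per cell and logged, 2000 variable genes were chosen, UMIs and mitochondrial share were regressed out, and the graph of neighbours was built on 10 principal components and clustered at resolution 0.8. Genes with a UMI in fewer than 3 cells were left out. Ch25h was kept out of the variable genes of all cells, and the genes whose levels are reported by subcluster out of those of microglia-like cells.

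A cluster took the name of the class whose marker genes had the highest mean log2 ratio of CPM, with 5 CPM added to both sides, over the other clusters. The ratio had to reach 0.5 and lead the next class by 0.25, and at least 3 markers had to have 10 UMIs. A cluster whose median depth was below that of its library divided by 3 and that had no marker of its class among its 10 leading genes took no name. The markers of the microglia subclusters were genes of the paper's own heatmap (Fig. 1D), which was made from these libraries, so a name says which of the paper's subclusters a group resembles and is not independent of the paper. Leading genes were ranked by the ratio of CPM with 20 CPM added to both sides, among genes with a UMI in at least 5% of the group's cells.

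With 1 library per condition no test, p-value or error between animals can be given. Values are CPM of summed UMIs with exact Poisson intervals, ratios of CPM with the exact interval of the binomial share that they imply, and shares of cells with exact binomial intervals, all at 95% and for counting error only. For a count of 0 a floor of 3 counts was set as well, which lies below the upper end of the exact interval. A cell with none of 1000 UMIs can still express a gene, so shares of cells with a UMI depend on depth and are given with cells thinned to 1000 UMIs as well. The genes named are those the paper names at each claim, the 5 genes with the largest ratio upward and the 5 downward between the libraries among genes with at least 200 UMIs over the microglia-like cells of both, and for another cell type the 3 largest each way. These lists, the settings, the markers and the alternatives were fixed before the data were examined, except for the alternatives said to be chosen after the results were seen.

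Scores are differences from the mean over subclusters of the mean log(1 + UMIs per 10000) of a set's genes. The signatures DAM, ATM, IRM and SASP came from Table S5 and the interferon genes from Table S7. The sets for antigen presentation, chemotaxis, tumor necrosis factor production, wound healing, phagocytosis, anti-inflammatory genes, fatty acid synthesis, early response genes, ribosomal proteins and MHC class II genes, and the lists of astrocyte and oligodendrocyte transcripts, were written by hand. Of the 87 IRM genes found, 13 were held out of the clustering. Pseudotime was diffusion pseudotime in scanpy on 10 diffusion components, from the medoid of the sham microglia-like cells. Mixing was read for each pair of subclusters from the 15 nearest neighbours among the cells of that pair alone. TMM factors were computed from the summed profiles of the microglia-like cells of both libraries, with 30% of log ratios and 5% of levels trimmed at each end.

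Alternatives changed 1 choice at a time: the reported genes kept in the clustering, resolution 0.4 or 1.2, 20 principal components, no regression, the library regressed out, cells thinned to 1000 UMIs, doublets left out, no cell filter or one of more than 500 genes and less than 15% mitochondrial UMIs, another fold for leaving out genes that differ between the libraries, a mean over cells in place of summed UMIs, TMM in place of totals, other genes or weights in the scores, 30 neighbours, cell cycle genes left out, and pseudotime on cells that were not thinned or on 20 principal components. A count was called the same under an alternative when within 1.5 times the main count, and a score when within 1.5 times with the same sign. A share, ratio, correlation or median was called the same when within the 95% counting or order-statistic interval of the main value. A ratio was called reversed when the interval of its main value excluded 0 and its sign changed under the alternative, whatever the interval of the alternative, and a score when its sign changed. A value was said to differ from the paper's when more than 1.5 times apart or opposite in sign, since there is no replicate spread.

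The steps were tested on simulated data. In the comparison of microglia-like cells between the libraries, 200 genes were changed and 8764 left unchanged. The interval covered the true log2 ratio for 96.5% of the changed and 95.8% of the unchanged genes and excluded 0 on the right side for 100% of the changed ones. The simulated counts were drawn from a Poisson distribution, so this coverage checks the computation and not the spread between real cells. The naming step was given simulated groups with their true labels and all markers of each group raised, and it named 7 of 7. No clustering was run in that test, so it does not show how well real subclusters are named. For the mixing measure, cells mixed by construction gave 64.6% neighbours of the other kind, against 66.8% under full mixing. CellChat, Monocle 2, SCENIC and the enrichment tests were not run.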

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

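The tests of Ch25h, Spp1, Gpnmb and Ackr1 in endothelial-like cells and of Cyp4f18 in microglia-like cells were all chosen only after the results were seen, and with 1 library per condition a difference between the libraries cannot be separated from one between the pools of mice.

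Ch25h in endothelial-like cells stood out because the paper reports it in microglia. It lay at 195 CPM (interval 176 to 217, 352 UMIs in 345 cells) in the tMCAO library, against 10.1 (25 UMIs in 429 cells) in the sham library. Free RNA as its source is argued against by the other tMCAO cell types apart from microglia, of which the highest, choroid plexus-like cells, lay at 21.5 CPM. Doublets of endothelial cells with microglia are argued against as the main source by the microglia markers. In the 84 endothelial-like cells with a Ch25h UMI these markers lay at 971 CPM, which is 8.74% of the level in microglia-like cells, beside 6.51% in the 261 endothelial-like cells without one and 5.67% in smooth muscle cell-like cells. Scrublet called 2 of the 84 and 4 of the 261 as doublets. The 84 cells were deeper than the 261 (medians of 7215 and 3478 UMIs) and lower in endothelial markers (19745 and 23616 CPM). Doublets or a selection by depth would also give this, so a part from doublets is not ruled out. Within the tMCAO library, the 38 endothelial-like cells with an Ackr1 UMI held Ch25h at 455 CPM (387 to 532) and the 307 without at 134 (116 to 154). A rise of Ch25h in endothelial cells after tMCAO, with a part of these cells above the rest, is thus a hypothesis that these tests leave open, and the difference between the pools of mice was not tested.

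Spp1 and Gpnmb were among the genes with the largest increase in endothelial-like cells between the libraries, of the 4272 genes ranked. Spp1 lay at 208 CPM (187 to 230) in the tMCAO library and had 2 UMIs in the sham library (log2 ratio 8.01, interval 6.14 to 11.06), and Gpnmb lay at 133 CPM (116 to 151) against 2 UMIs (7.36, 5.49 to 10.41). Smooth muscle cell-like cells of the tMCAO library held Spp1 at 229 CPM and Gpnmb at 108 CPM. These like levels are consistent with free RNA from other cells, and nothing in these values needs expression by endothelial cells.

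Ackr1 was the third of these genes. It lay at 443 CPM (413 to 475, 798 UMIs) in tMCAO endothelial-like cells, against 6.46 (16 UMIs) in the sham library, a log2 ratio of 6.10 (5.39 to 6.91). Smooth muscle cell-like cells of the tMCAO library held it at 6.03 CPM, which argues against free RNA. The UMIs came from 38 of 345 cells (11.0%), against 4 of 429 (0.932%) in the sham library. Whether the tMCAO library caught more vessels of the kind that makes Ackr1 or each cell makes more stays open, since both the recovered cells and the condition differ between the libraries.

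Cyp4f18 had the fourth largest ratio between the libraries in microglia-like cells, among the ranked genes with at least 1 UMI in sham cells. Another 6 genes had 0 UMIs there and were not ranked. The paper's text does not name Cyp4f18. It lay at 42.2 CPM (38.9 to 45.8, 605 UMIs) in tMCAO cells. In sham cells it had 1 UMI, so its ratio and rank are uncertain (log2 ratio 7.19, interval 4.70 to 12.49). The highest of astrocyte, endothelial and smooth muscle cell-like cells was 15.7 CPM, which argues against free RNA as the whole source. Neutrophil-like cells held 406 CPM and macrophage or monocyte-like cells 185. For neutrophil RNA to give the level in microglia-like cells above the background, it would have to make up 7.75% of their UMIs, and the 5 neutrophil markers gave 0.454%. For macrophage RNA it would have to make up 17.6%, and the 9 macrophage markers gave 8.34%, a share that expression of some of these markers by microglia would raise and not lower. Both sources together would also fall short of the need. The gene had a UMI in 381 of 2201 cells (17.3%), with at most 6 UMIs in a cell. A rise in microglia themselves, or blood-derived cells that took the microglia name without those markers, are hypotheses that stay open.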

How the results depend on the processing

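The setting with the genes of the scored sets left out of the clustering, and the thinned similarity of MG0-like cells and subcluster 2, were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library of tissue pooled from 3 mice, whose cells are not traced to a mouse. Where an alternative had no MG5-like subcluster (the main setting, the reported genes kept, resolution 0.4 and the sets left out), it gave no value for the MG5-like results.

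All 4 values for the cells per library stayed within 1.5 times under the alternatives run, as did all 15 for the number of clusters of all cells and of microglia-like cells in each library. Other cell types moved more. At resolution 0.4 neural progenitor-like cells of the tMCAO library went from 91 to 414 and OPC-like cells of the sham library from 100 to 257. Pericyte-like cells of the tMCAO library went from 123 to 239 at resolution 1.2, and no cluster took that name without regression. Without regression fibroblast-like cells went from 2 to 69 in the sham and from 51 to 13 in the tMCAO library. With doublets left out, macrophage or monocyte-like cells of the sham library went from 43 to 3 and neutrophil-like cells from 11 to 50. For the number of microglia subclusters, 8 in the main setting, 8 of 9 values stayed within 1.5 times, the exception being 5 at resolution 0.4. All 6 values for the pseudotime medians of subcluster 2, MG6-like and MG4-like cells stayed within their intervals. Other medians were not among these 6, and some left their intervals without thinning. MG0-like cells went from 15.8 to 14.2, MG1-like cells from 54.4 to 57.6, subcluster 5 from 86.5 to 88.8 and subcluster 7 from 69.5 to 79.4. With 20 principal components MG0-like cells lay at 17.2, also outside. The median of MG5-like cells at resolution 1.2 went from 69.3 to 49.6 without thinning, from after to before the MG1-like cells. Of the 71 genes compared between the libraries in microglia-like cells, 58 kept their sign under every alternative run, as did 16 of 18 results across subclusters, 3 of 3 for ligands and both for Ch25h across cell types.

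Values of the leading results that fell outside the interval of the main value under an alternative follow, and the cause was not tested. The MG6-like share of tMCAO microglia-like cells, 27.3% in the main setting, was 14.1% with the reported genes kept, 11.5% at resolution 1.2, 12.1% with 20 principal components, 17.1% without regression, 11.9% with the library regressed out, 14.1% with thinned cells, 9.03% with doublets left out and 7.22% with the sets left out. The MG4-like share, 10.1%, was 18.2% at resolution 0.4, 17.9% at 1.2, 17.3% with 20 principal components, 15.0% with thinned cells and 17.4% with the sets left out. The MG1-like share, 20.2%, was 0% with the reported genes kept, 47.8% at resolution 0.4, 24.2% at 1.2, 26.6% with 20 principal components, 28.3% with thinned cells, 25.6% with doublets left out and 30.9% with the sets left out. The MG5-like share, 0% in the main setting, was 3.18% at resolution 1.2, 2.32% with 20 principal components, 5.41% without regression, 3.41% with the library regressed out, 8.02% with thinned cells and 18.11% with doublets left out, a larger group than the one of resolution 1.2. With genes differing between the libraries left out of the clustering, the MG0-like share of sham cells, 90.7%, was 85.5% when genes over 1.5-fold were left out and 43.3% with thinned cells, and that of tMCAO cells, 3.82%, was 7.00% and 12.2%.

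Between the libraries, the log2 ratio of Ch25h in microglia-like cells, 6.82, was 5.44 after thinning. That of P2ry12, -1.33, was -0.95 as a mean over cells, -0.91 after thinning and -1.01 under TMM. As means over cells, Fn1 went from 4.64 to 4.06 and Grn from 1.18 to 1.11, and under TMM Grn was 1.499. Of the 276 values between the libraries for genes other than Ch25h and P2ry12, 149 stayed within the interval and 121 moved without reversing. The ratio of Ch25h in microglia-like over all other cells, 2.39, was 2.11 after thinning and 2.03 as a mean over cells, and over endothelial-like cells, -0.25, it was -0.53 and -0.48. Reversed under TMM were Dag1 (0.078), Irf8 (0.092), Olfml3 (0.25), Tgfa (0.075) and Tgfbr2 (0.15), which lie near 0 and which the shift of all ratios by 0.32 carries over it, and Tgfa reversed after thinning as well (0.11).

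Across subclusters, the log2 ratio of Ch25h in MG6-like over other tMCAO microglia-like cells, 1.29, was 1.78 with the reported genes kept, 1.83 at resolution 1.2, 1.62 with 20 principal components, 1.86 with the library regressed out, 2.53 with thinned cells, 1.90 with doublets left out and 1.87 as a mean over cells. That of Mki67 in MG4-like cells, 3.08, was 3.31 with the reported genes kept, 3.65 at resolution 0.4, 3.69 at 1.2, 3.65 with 20 principal components, 3.26 without regression, 3.29 with the library regressed out, 4.52 with thinned cells, 3.26 with doublets left out, 3.60 with the sets left out and 3.92 as a mean over cells. In MG5-like cells, taken at resolution 1.2, Oasl2 (2.04) was 2.31 with 20 principal components, 1.43 with thinned cells, 0.43 with doublets left out and 2.33 as a mean over cells, and Irf7 (2.39) was 2.08 without regression, 1.73 with thinned cells and 0.46 with doublets left out. Fn1 in MG6-like cells reversed with the reported genes kept (-0.23), 20 principal components (-0.031, with an interval that includes 0) and doublets left out (-0.12), against 0.62 in the main setting, and rose to 1.51 with thinned cells. Of the 120 values across subclusters for genes other than Ch25h, Mki67, Oasl2 and Irf7, 30 stayed within the interval and 87 moved without reversing. The remaining 3 are those of Fn1 given above.

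The ATM score of MG6-like cells, 0.269, was 0.409 at resolution 1.2, 0.422 with 20 principal components, 0.426 with doublets left out and 0.423 with the sets left out. In MG5-like cells, the IRM score, 0.366, was 0.138 with thinned cells and 0.182 with doublets left out, and the SASP score, 0.037, was 0.0240 with the library regressed out, 0.0197 with doublets left out and reversed to -0.0179 with thinned cells. With thinned cells, the fatty acid synthesis score of MG6-like cells (-0.00443) and the ATM score of MG5-like cells (-0.0272) also reversed. The correlation of MG0-like cells and subcluster 2, 0.975, was 0.950 for genes with at least 1 UMI per 10000 and 0.972 with thinned cells. The share of MG6-like neighbours of MG4-like cells after cell cycle regression, among the cells of these 2 subclusters alone, 47.6%, was 9.35% when the cell cycle genes were left out instead.

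Depth limits what can be read. With thinned cells, 143 of the 2201 tMCAO and 0 of the 882 sham microglia-like cells were left out. Ch25h had 5 UMIs and Cyp4f18 1 UMI in sham microglia-like cells, so their ratios have wide intervals, and Cd8a was too rare in microglia-like cells to compare. Subclusters 6 and 7 had medians of 1244.5 and 1238.5 UMIs, at which a UMI of a low gene is often missed.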

Differences from the paper's values

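The setting with the genes of the scored sets left out of the clustering was chosen only after the results were seen. The alternatives named here, apart from that one, were set before the data were examined. Each of the paper's shares is of the microglia of the tMCAO group, 2167 cells in the paper and 2201 microglia-like cells here.

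For the MG0 share of tMCAO microglia, the paper's value is 2% and the value in the clustering without genes that differ between the libraries is 3.82%, with both alternatives of that clustering farther away. The clustering that kept those genes gives 2.14% of tMCAO cells and 97.2% of sham cells.

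For the MG2 share the paper's value is 18% and the main value 0%. It does not differ with the library regressed out (21.7%) or doublets left out (21.6%), and differs under the remaining alternatives. With the sets left out, the setting chosen after seeing the values, it is 18.7%. For the MG3 share the paper's value is 15% and the value 0% in the main setting and in every alternative run, since no subcluster took that name. In the main setting subcluster 7 was nearest to MG3. It took no name because it was shallow and had no MG3 marker among its leading genes. For the MG5 share the paper's value is 13% and the main value 0%. It does not differ with doublets left out (18.11%), where the log2 ratios of Oasl2 and Irf7 to the other tMCAO microglia-like cells were 0.43 and 0.46, against 2.04 and 2.39 in the MG5-like cells of resolution 1.2 (3.18%), and differs under the remaining alternatives, while the clustering without the differing genes gives 11.5%. For the MG6 share the paper's value is 10% and the main value 27.3%. It does not differ with the reported genes kept (14.1%), at resolution 1.2 (11.5%), with 20 principal components (12.1%), the library regressed out (11.9%), thinned cells (14.1%) or doublets left out (9.03%), and differs at resolution 0.4 (26.4%) and without regression (17.1%). With the sets left out, again chosen after seeing the values, it is 7.22%.

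Table S6 gives mean Ch25h levels, read here as UMIs per 10000, and shares of cells as fractions. Its tests took cells as replicates, and no test was made here. The mean level in MG0 is 0.0247 in the paper and 0.0562 here, and it differs under every alternative, though not in one direction. It lies below the paper's value without regression (0.00768) and with doublets left out (0.0104). Under the other alternatives it lies above, up to 0.121 with the library regressed out. The fraction of MG1 cells with a UMI is 0.111 in the paper and 0.0719 here, and it does not differ at resolution 1.2, with 20 principal components (0.137), without regression or with doublets left out, and differs at resolution 0.4, with the library regressed out and with thinned cells. No MG1-like subcluster was found with the reported genes kept. The mean level in MG6 is 4.1015 in the paper and 1.99 here, and it does not differ with the reported genes kept (3.10), at resolution 1.2 (3.45), with 20 principal components (3.15), the library regressed out (3.23), thinned cells (3.39) or doublets left out (3.68), and differs at resolution 0.4 (1.99) and without regression (2.34). The fraction of MG6 cells with a UMI is 0.688 in the paper and 0.40 here, and it does not differ with the reported genes kept (0.532), at resolution 1.2 (0.637), with 20 principal components (0.626), without regression (0.526), the library regressed out (0.598) or doublets left out (0.687), and differs at resolution 0.4 (0.404) and with thinned cells (0.250). The column of log2 changes in the second part of the table matches the paper's averages only as a difference of log2(1 + mean). On that scale the value for MG6 is 1.8239 in the paper and 1.14 here, and it does not differ with the reported genes kept, at resolution 1.2, with 20 principal components, the library regressed out, thinned cells or doublets left out, and differs at resolution 0.4 and without regression. In the first part of the table the column holds 0.2243 for all cells and 0.3793 for microglia, which the paper's own averages of 0.0101 and 0.5417, and 0.0087 and 1.0047, do not give, since their log2 ratios are 5.75 and 6.85. Here the difference of mean log2(1 + UMIs per 10000) is 0.236 and 0.423.

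The paper states that Trem2 rises along pseudotime, and here it was 1738 CPM in the first and 1655 in the last of 5 groups of tMCAO cells ordered by pseudotime. The paper defines MG3 by Rpl24, which had 9 UMIs in all tMCAO microglia-like cells. For fatty acid synthesis genes, MG6-like cells scored 0.040 against 0.059 in MG0-like cells. The paper places MG5 near the SASP signature, and at resolution 1.2 MG6-like cells scored 0.093 against 0.037 in MG5-like cells. The paper lists more prevalent pairs between microglia and other cell types. Of their ligands, Grn (log2 ratio 1.18) and H2-M3 (0.54) rose in microglia-like cells between the libraries. Cd86 (-0.45) and Tgfa (-0.24, reversed under TMM) fell there, and Sema4d (-0.08) had an interval that includes 0. Ptprac was not read. The paper's measure rests on ligand and receptor in both cell types, so ligand levels in microglia alone do not test it.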

Other observations

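The tests of the genes that fell most and of the rise of MHC class II transcripts from MG0-like cells to subcluster 2 were chosen only after the results were seen, and the other tests here before.

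Astrocyte and oligodendrocyte transcripts, among them genes that mark MG0 in the paper, were read in microglia-like cells. The 17 astrocyte transcripts lay at 4285 CPM (4217 to 4355) in sham microglia-like cells, beside 5960.08 in endothelial-like, 6381 in smooth muscle cell-like, 12629 in pericyte-like and 73637 in astrocyte-like cells. The 10 oligodendrocyte transcripts lay at 2946 CPM (2889 to 3004), beside 3365, 2077 and 2449 in those 3 types. In the tMCAO library the astrocyte transcripts lay at 2082 CPM in microglia-like, 2334 in endothelial-like and 4072 in smooth muscle cell-like cells and the oligodendrocyte transcripts at 1288, 1563 and 579.98. Pericyte-like cells, at 14775 CPM for the astrocyte transcripts, did not fall. The like level in cell types that do not make these transcripts, and the fall in most of them between the libraries, are consistent with free RNA from other cells as the source in sham microglia.

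The genes that fell most between the libraries in microglia-like cells were Prlr (44.4 to 4.89 CPM, log2 ratio -3.18, interval -3.61 to -2.76), Ttr (5580.19 to 669, -3.06), Enpp2 (1049 to 143, -2.88), Clmn (-2.77) and Grin2c (-2.74). In smooth muscle cell-like cells the ratios were -0.998 for Prlr, -3.07 for Ttr, -2.85 for Enpp2, -2.62 for Clmn and -3.02 for Grin2c, with a median of -2.85. This is consistent with a fall of free RNA from other cells, with Prlr as the exception, since it fell less in smooth muscle cell-like cells. Choroid plexus-like cells, which hold Ttr, numbered 168 in the sham and 22 in the tMCAO library.

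MHC class II transcripts (7 genes) lay at 827 CPM (812 to 842) in tMCAO microglia-like cells, above 673 (582 to 774) in ependymal-like, 622 in OPC-like, 596 in astrocyte-like, 517 in smooth muscle cell-like and 495 in endothelial-like cells. Neutrophil-like cells lay at the same level, 833 CPM (749 to 923). Free RNA and expression by microglia cannot be told apart as the source of this level, since 1 of the 3 cell types set for the comparison (astrocyte, endothelial and neutrophil-like) lay as high as microglia. That type may be a poor background, since its 11 sham cells held 28444 CPM. The rise from sham MG0-like cells (373 CPM, 353 to 395) to subcluster 2 (849, 803 to 896) was 475 CPM. The rise between the libraries was 97.8% of that in astrocyte-like, 86.2% in endothelial-like and 82.6% in smooth muscle cell-like cells. For this pair of subclusters the values are therefore consistent with free RNA as the source of most of the rise. The levels themselves lay above those of astrocyte, endothelial and smooth muscle cell-like cells of the same library. The excess was 242 to 288 CPM in sham MG0-like cells and 253 to 354 in subcluster 2, which the levels in those types leave unexplained. Macrophage or monocyte-like cells of the tMCAO library held 12559 CPM.

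The ribosomal subcluster was tested for low depth. Among cells of 1000 to 2000 UMIs its ribosomal share was 5.91%, above the 4.53% of MG4-like, 4.34% of MG1-like and 3.16% of subcluster 2 cells, which argues against depth as the whole cause. Rps24 lay at 2194 CPM in it, against 1291 in all tMCAO and 455 in all sham microglia-like cells. Rps24 is one of the MG3 markers to which this subcluster was nearest, so its level is not independent evidence. A state with more ribosomal RNA and cells that lost other RNA in handling both stay open, and no biological explanation was tested.

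MG4-like and MG6-like cells hold more UMIs (median 8095) than the other tMCAO microglia-like cells (3535.5), which doublets could give. Scrublet called 4 of these 823 cells (0.486%, 0.133 to 1.24), beside 5 of 1378 (0.363%) of the others and 48 of 3508 (1.37%) of the remaining tMCAO cells. Ch25h in MG6-like cells, 254 CPM, lay above the highest level of any other tMCAO subcluster or cell type as a whole (197). Mki67 in MG4-like cells, 1325 CPM, lay above 653 elsewhere. Pairs of average cells of those groups could not give these levels. A part of a group can lie higher, since the 38 tMCAO endothelial-like cells with an Ackr1 UMI held Ch25h at 455 CPM. Mean Scrublet scores were 0.0551 in MG6-like and 0.0430 in MG4-like cells, against 0.0359 in subcluster 2 and 0.0554 in subcluster 5. The Scrublet calls argue against doublets of unlike cells as the origin of these subclusters, and the levels only against pairs of average cells. Pairs of like microglia would escape the calls, so they are not ruled out. Dcn, a fibroblast gene, had 744 UMIs in 14 of the 226 MG4-like cells, 702 of them in 2 cells.

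Subcluster 6 was led by Mrc1, Cbr2, F13a1, Cd163 and Pf4, but Mrc1 had UMIs in 22 of its 132 cells. The early response genes scored highest in subcluster 5, at 0.074 above the mean over subclusters. The MHC class II genes as a set scored 0.126 in MG6-like and -0.236 in MG0-like cells.

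In endothelial-like cells the genes that fell most between the libraries were Nov (82.8 to 3.89 CPM, log2 ratio -4.41, interval -5.75 to -3.34), Gjb6 (112.7 to 12.2, -3.21) and Ttr (-2.98). In smooth muscle cell-like cells the ratio was -2.37 for Gjb6 and -3.07 for Ttr, while Nov lay at 103 and 115 CPM there.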
